# MYC drives aggressive prostate cancer by disrupting transcriptional pause release at androgen receptor targets

**DOI:** 10.1038/s41467-022-30257-z

**Published:** 2022-05-13

**Authors:** Xintao Qiu, Nadia Boufaied, Tarek Hallal, Avery Feit, Anna de Polo, Adrienne M. Luoma, Walaa Alahmadi, Janie Larocque, Giorgia Zadra, Yingtian Xie, Shengqing Gu, Qin Tang, Yi Zhang, Sudeepa Syamala, Ji-Heui Seo, Connor Bell, Edward O’Connor, Yang Liu, Edward M. Schaeffer, R. Jeffrey Karnes, Sheila Weinmann, Elai Davicioni, Colm Morrissey, Paloma Cejas, Leigh Ellis, Massimo Loda, Kai W. Wucherpfennig, Mark M. Pomerantz, Daniel E. Spratt, Eva Corey, Matthew L. Freedman, X. Shirley Liu, Myles Brown, Henry W. Long, David P. Labbé

**Keywords:** Prostate cancer, Cancer models, Gene regulatory networks

## Abstract

c-MYC (MYC) is a major driver of prostate cancer tumorigenesis and progression. Although MYC is overexpressed in both early and metastatic disease and associated with poor survival, its impact on prostate transcriptional reprogramming remains elusive. We demonstrate that MYC overexpression significantly diminishes the androgen receptor (AR) transcriptional program (the set of genes directly targeted by the AR protein) in luminal prostate cells without altering AR expression. Analyses of clinical specimens reveal that concurrent low AR and high MYC transcriptional programs accelerate prostate cancer progression toward a metastatic, castration-resistant disease. Data integration of single-cell transcriptomics together with ChIP-seq uncover an increase in RNA polymerase II (Pol II) promoter-proximal pausing at AR-dependent genes following MYC overexpression without an accompanying deactivation of AR-bound enhancers. Altogether, our findings suggest that MYC overexpression antagonizes the canonical AR transcriptional program and contributes to prostate tumor initiation and progression by disrupting transcriptional pause release at AR-regulated genes.

## Abstract (web summary)

The role of MYC in transcriptional reprogramming in prostate cancer remains poorly characterized. Here, MYC overexpression antagonizes the canonical AR transcriptional program leading to prostate tumor initiation and progression by disrupting transcriptional pause release at AR-regulated genes.

## Introduction

Prostate cancer is the most common non-cutaneous malignancy and a leading cause of cancer-related lethality in men^1^. The androgen receptor (AR), a ligand-activated transcription factor, is central to the homeostasis of normal prostate epithelium^2,3^. Importantly, since the discovery that prostate cancer is reliant on androgen signaling to thrive^4,5^, targeting AR activity continues to be the main pillar of prostate cancer therapy^6^.

Prostate cancer initiation and progression involves the corruption of the normal prostate cancer transcriptional network^7^. Loss of the *NKX3-1* homeobox gene is a frequent and early event in prostate cancer etiology while the *TMPRSS2-ERG* gene fusion and *FOXA1* mutations both identify major molecular subtypes of the disease^8,9^.

Overexpression of c-Myc (MYC), a master transcription factor and oncoprotein whose expression and function are tightly controlled under normal circumstances, is frequently observed in prostate cancer. Nuclear overexpression of MYC protein is an early event observed in luminal cells of prostate intraepithelial neoplasia (PIN) and is maintained in a large proportion of primary carcinomas and metastatic disease^10^. Importantly, about 25% of familial risk of prostate cancer map to germline variation at chromosome 8q24 with mechanistic evidence tying this region to *MYC* regulation^11–13^. Critically, MYC overexpression in normal luminal cells of murine prostate is sufficient to initiate prostate cancer^14^, providing evidence that deregulation of MYC protein expression is a critical oncogenic event driving prostate cancer initiation.

Although AR and MYC are both central to prostate cancer etiology, our current understanding of the interplay between these two transcription factors is scarce. A recent study revealed that MYC overexpression antagonizes androgen-induced gene expression in an androgen-sensitive cell line representative of advanced prostate cancer^15^. However, it remains unknown how increased MYC expression shapes the AR transcriptional program in normal luminal prostate cells as they transition to PIN and subsequently progress from a localized to a metastatic disease.

Here we model MYC-driven prostate cancer initiation in vivo and define the transcriptional rewiring occurring in luminal cells at a single-cell level. We demonstrate that MYC overexpression diminishes the canonical AR transcriptional program, alters the AR cistrome, and results in the establishment of a corrupted AR transcriptional program in a murine model. We determine that an active MYC transcriptional program and low AR activity identify prostate cancer patients predisposed to fail standard-of-care therapies and most likely to develop metastatic castration resistant prostate cancer (mCRPC). Accordingly, we find that high *MYC* mRNA expression in castration-resistant tumors is also associated with a weakened canonical AR transcriptional program and a repurposing of the AR cistrome. Patients harboring a mCRPC characterized by an active MYC transcriptional program and low AR activity are more likely to fail first-line next generation AR signaling inhibitor (ARSI; *i.e*. abiraterone acetate or enzalutamide) and die of their disease. Critically, integration of transcriptomic and epigenomic data reveals that MYC overexpression does not lead to the deactivation of AR-bound enhancers but instead results in RNA polymerase II (Pol II) promoter-proximal pausing at AR-dependent genes. Altogether, our findings suggest that MYC overexpression contributes to tumor initiation and progression by disrupting the AR transcriptional program.

## Results

### MYC induces a profound transcriptional reprogramming in murine prostate lobes

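Bulk RNA-seq was analysed from the 3 lobes of the prostate, the anterior prostate (AP), the dorsolateral prostate (DLP) and the ventral prostate (VP), of 1 wild-type (WT) mouse and 1 mouse carrying the human MYC transgene (MYC), both 12 weeks old and of the FVB strain. Each lobe of each genotype gave 1 library, 6 in all. The 3 WT libraries come from the same animal and so do the 3 MYC libraries, so that a difference between genotypes has no replicate check and cannot be told apart from a difference between the mice. The lobes were dissociated into a cell suspension, and RNA of an aliquot of the suspension was sequenced as single-end reads from poly(A)-selected, stranded libraries.
The authors mapped the reads with STAR and quantified each gene with Cufflinks. The deposited table lists 24908 genes by symbol. Its values are FPKM (fragments per kilobase of transcript, scaled to the mapped reads of the library), not whole numbers of reads, and their sum per library lies between 374085 (WT AP) and 483143 (MYC VP). What 1 read is worth in each library was recovered from genes with 1 exon and 1 transcript at low FPKM, whose values fall in steps. The steps correspond to 25.4 M mapped reads in WT AP, 47.0 M in WT DLP, 49.5 M in WT VP, 49.9 M in MYC AP, 34.6 M in MYC DLP and 41.0 M in MYC VP. The ratio of the steps of WT AP to WT VP was 1.946 by this route and 1.944 from low values of the same genes without any transcript length. Between 51.2% and 57.1% of the low values checked per library lay within 3% of a whole number of reads, against 6.0% by chance.
A value of 0 in the table need not be an absence of transcripts. Sbp is listed at 0 in both VP libraries and had 877.6 FPKM in MYC DLP, and the paper reports its transcripts in WT luminal cells. A value of 0 is therefore given only as listed. The human MYC transgene has no entry of its own in the table. The gene listed as Myc (chromosome 15, 61816946 to 61821929 in the mm9 assembly) had 230.0, 200.6 and 226.4 FPKM in WT AP, WT DLP and WT VP, and 230.9, 586.1 and 1696 FPKM in MYC AP, MYC DLP and MYC VP, and the table does not separate mouse from human reads. Comparisons used log2((FPKM + 1) of MYC / (FPKM + 1) of WT), called the log2 ratio, over the 12361 genes with a mean of at least 1 FPKM over the 6 libraries, with the values as deposited. The pseudocount of 1 makes the log2 ratio of low genes smaller than the ratio of their FPKM.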

To examine the transcriptional reprogramming associated with MYC-driven prostate cancer initiation, we compared a 12-week-old mouse that overexpresses an ARR_2_Pb driven human *c-MYC* transgene (*MYC*) in the prostate epithelium to a wild-type (WT) littermate^14^. At 12 weeks of age, MYC overexpression induces cellular epithelium transformation to PIN, a premalignant condition that often precedes the development of invasive adenocarcinoma in humans^16^, with varying penetrance across prostate lobes. Notably, the murine anterior prostate (AP) remained mostly unaffected by MYC overexpression while PIN penetrance reached 83% and 97% in the dorsolateral prostate (DLP) and ventral prostate (VP), respectively^17^. 

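In the bulk libraries, 17317 genes had a value above 0 FPKM in WT VP and 17258 in MYC VP. The methods count a gene as expressed when its raw read count is above 0, and FPKM above 0 was used here in its place. The numbers were 17797 in WT DLP, 17957 in MYC DLP, 17213 in WT AP and 18209 in MYC AP. Of the genes above 0 in at least 1 of the 2 libraries of a lobe, 91.4% were above 0 in both genotypes in VP, 91.8% in DLP and 91.3% in AP. Genes found in only 1 of the 2 VP libraries were low, with a median of 0.024 FPKM for the 803 genes seen only in WT and 0.031 FPKM for the 744 seen only in MYC. The AP libraries differ most in depth, and 1306 genes were seen only in MYC AP against 310 only in WT AP. A minimum of 10 reads, estimated from FPKM, transcript length and depth, moved the numbers most and left 14417 genes in WT VP and 14231 in MYC VP.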

Transcriptional profiling of whole prostate lobes at a single-cell level revealed a strong overlap with the matched bulk gene expression profiling across lobes and genotypes (WT and MYC; Fig. 1a, b and Supplementary Fig. 1a). Comparison of gene expression levels quantified by single-cell RNA-seq (scRNA-seq; aggregate expression) or bulk RNA-seq revealed that scRNA-seq quantitatively recapitulates bulk gene expression (Fig. 1c and Supplementary Fig. 1b). Accordingly, with the exception of the AP, unsupervised clustering revealed a strong correlation between single-cell transcriptome and the matched bulk transcriptome (Fig. 1d) and revealed that MYC induces a profound transcriptional reprogramming in both the DLP and VP lobes (Fig. 1e).

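Over the 12361 genes compared, Pearson's correlation of log2(FPKM + 1) between the MYC and the WT library of the same lobe was 0.955 in AP, 0.907 in DLP and 0.905 in VP. These correlations are across genes, which are not independent replicates. In AP, 254 genes were at least 2-fold higher and 74 at least 2-fold lower in MYC than in WT, together 2.7% of the genes compared. In DLP, 799 genes were higher and 419 lower (9.9%), and in VP 850 were higher and 736 lower (12.8%). The split in VP depends on the scaling of the libraries: it was 546 higher and 1089 lower with equal sums of FPKM, which moved the median of all genes from 0.04 to -0.15. The log2 ratios had a standard deviation over genes of 0.52 in AP, 0.75 in DLP and 0.79 in VP, around medians of 0.13, 0.03 and 0.04. No interval between animals can be put on these counts, since each rests on 1 library per genotype. With a pseudocount of 0.1, the alternative that raised the counts most, they were 637 in AP, 1671 in DLP and 2521 in VP.
DLP and VP shared 349 of the genes that rose (54.9 by chance) and 232 of the genes that fell (24.9 by chance), and their log2 ratios correlated across genes with r = 0.524. The log2 ratios of AP correlated with those of DLP at r = 0.318 and with those of VP at r = 0.096. In all 3 lobes, 51 genes rose and 8 fell at least 2-fold.
Named by a rule fixed in advance, the 3 largest falls in VP among genes that changed the same way in DLP were those of Pbsn, Snora68 and Msmb. Pbsn (X chromosome, 75083240 to 75098962 in mm9), which encodes probasin, had 2055 FPKM in WT VP and 1.902 FPKM in MYC VP, a log2 ratio of -9.47. In DLP it had 14037 FPKM in WT and 267.3 FPKM in MYC. Msmb (chromosome 14, 32955212 to 32971556), which encodes a protein of the prostatic secretion, had 2664 FPKM in WT VP and 29.96 FPKM in MYC VP, and 8601 and 345.9 FPKM in the WT and MYC DLP. Snora68, a small nucleolar RNA, had 93.54 FPKM in WT VP and is listed at 0 in MYC VP and in WT AP. It had 162.2 FPKM in MYC AP, the opposite direction to VP. In DLP it barely differed, with 73.85 FPKM in WT and 66.82 FPKM in MYC, a log2 ratio of -0.14. Of the 3 largest rises by the same rule, those of Sbpl and Mir27a are given here, and each of these genes is listed at 0 in WT VP. Sbpl had 20155 FPKM in MYC VP, 0.9806 FPKM in WT DLP and 196.8 FPKM in MYC DLP. Its neighbour Sbp, which shares sequence with it, had 3.583 FPKM in WT DLP and 877.6 FPKM in MYC DLP, so that the split of reads between the 2 genes is uncertain. Mir27a had 278.5 FPKM in MYC VP, 242.5 FPKM in WT DLP and 411.3 FPKM in MYC DLP. In AP Mir27a went the other way, with 223.9 FPKM in WT and a listed value of 0 in MYC. Of the genes at least 2-fold different, 38 in AP, 40 in DLP and 43 in VP are small RNA genes like Snora68 and Mir27a.

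**Figure D1:**
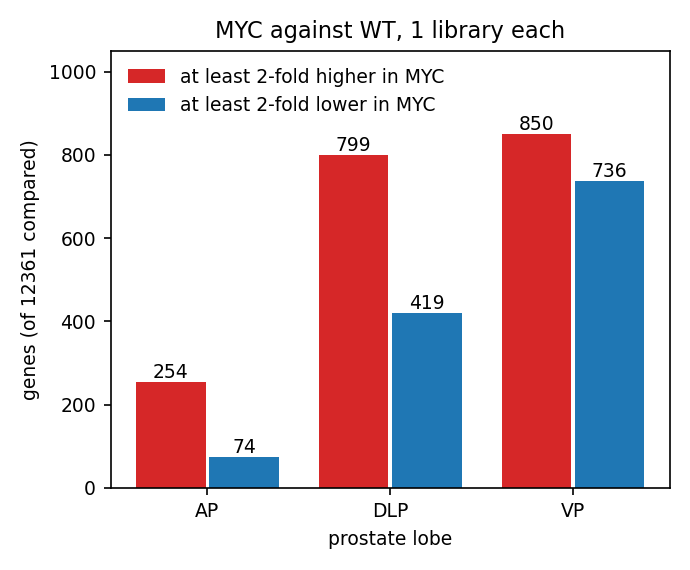
Number of genes at least 2-fold higher or at least 2-fold lower in MYC than in WT in each prostate lobe, of the 12361 genes compared, from 1 library per lobe and genotype. The bars for AP stand at 254 and 74 genes, those for DLP at 799 and 419, and those for VP at 850 and 736. Values are as deposited, and under other scalings more genes were lower than higher in VP.

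The paper's statement on the DLP and VP rests on bulk and single-cell profiles together (Fig. 1e), and its exception of the AP concerns the match of single-cell with bulk profiles (Fig. 1d), which was not analysed here.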

**Fig. 1:**
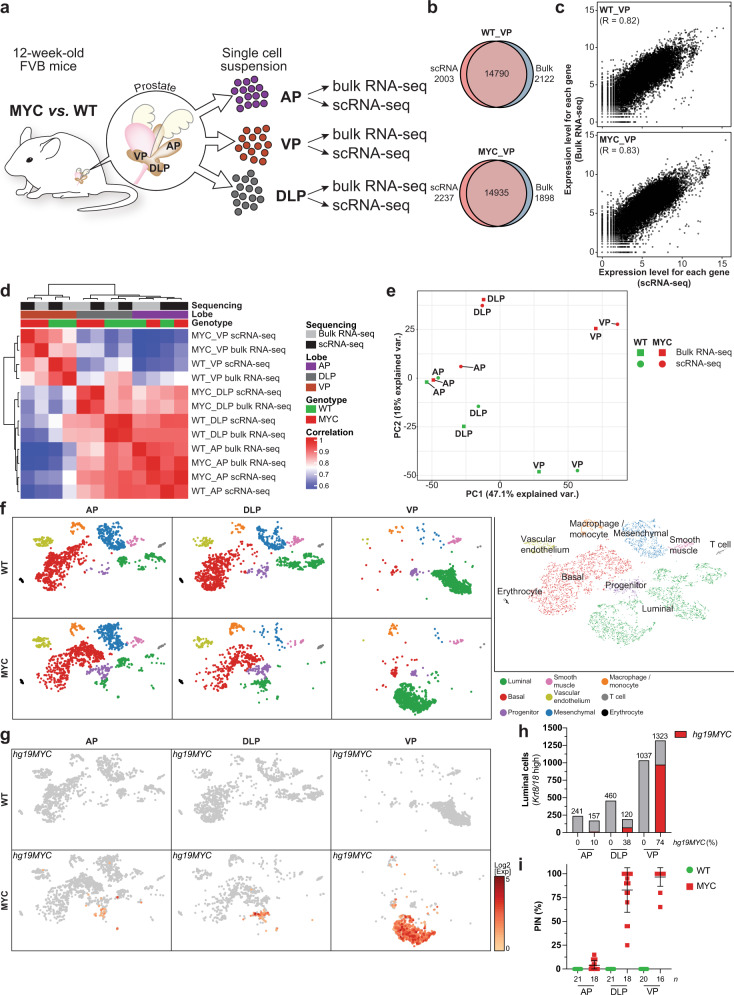
MYC induces a profound transcriptional reprogramming in murine prostate lobes. **a** Graphical summary of the experimental design. **b**, **c** Transcriptional profiling of WT and MYC-transformed VP reveal high concordance for the total number of genes detected (**b**) and their expression levels (**c**) between bulk and single-cell RNA-seq (VP; matched bulk and single-cell RNA-seq; *n* = 1 per genotype). **d**, **e** Sample-sample correlation (**d**) and principal component analysis (**e**) between bulk and matched single-cell transcriptome identifies distinct transcriptional profiles across murine prostate lobes (AP, DLP, VP; matched bulk and single-cell RNA-seq; *n* = 1 per genotype). **f** Single-cell census of WT and MYC-transformed AP, DLP and VP. tSNE of scRNA-seq profiles colored using known markers identified nine major subpopulations across prostate lobes (AP, DLP, VP; *n* = 1 per genotype). **g**–**i** The human *MYC* transgene (*hg19MYC*) expression is largely restricted to the luminal compartment (**g** AP, DLP, VP; *n* = 1 per genotype) and predominantly expressed in the VP (**h** Source data are provided as a Source Data file), in accordance with the penetrance of prostatic intraepithelial neoplasia (**i** PIN; *n* = biologically independent animals; mean ± SD; Source data are provided as a Source Data file^17^). WT: wild-type; VP: ventral prostate; DLP: dorsolateral prostate; AP: anterior prostate.

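Among the 6 bulk libraries alone, the correlation was 0.945 between WT AP and WT DLP, 0.920 between WT DLP and WT VP and 0.864 between WT AP and WT VP. The WT DLP library thus lay nearer to the WT AP and WT VP libraries than to MYC DLP (0.907), and the order of WT AP and MYC DLP held under every alternative tried. The order of WT VP and MYC DLP did not: for genes with a mean of at least 10 FPKM, the correlation of WT DLP was 0.8370 with WT VP and 0.8436 with MYC DLP. Average-linkage clustering on 1 - r joined WT AP with MYC AP first, then WT DLP, then MYC DLP. WT VP and MYC VP joined each other at a correlation of 0.905 and the libraries of the other lobes last, at an average of 0.859. The first principal component of the centred log2(FPKM + 1) values held 48.7% of the variance and the second 25.7%. The MYC and WT libraries of AP differed by less on both components than those of DLP and VP.

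**Figure D2:**
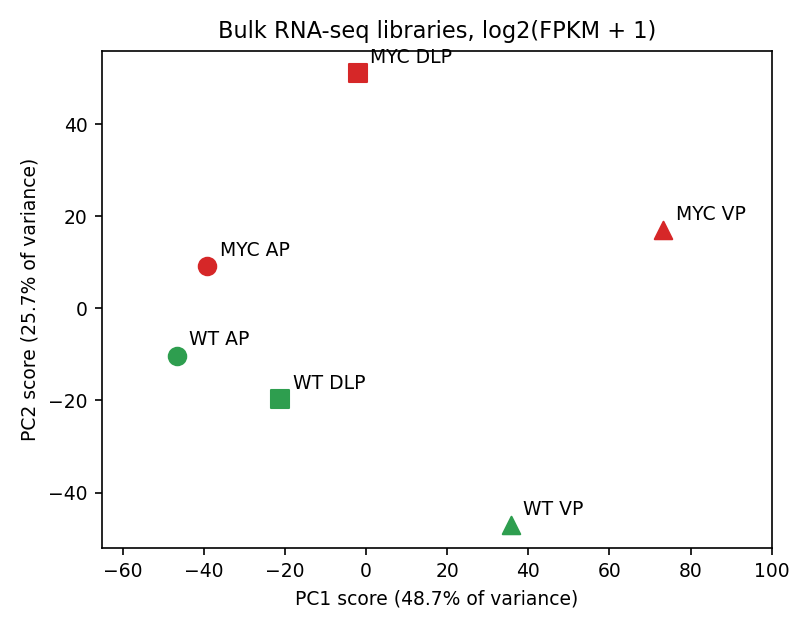
Scores of the 6 bulk RNA-seq libraries on the first 2 principal components of log2(FPKM + 1), over 12361 genes. Each point is 1 library. The first component runs from WT AP (-46.7) to MYC VP (73.3), and on the second WT DLP (-19.7) and WT VP (-47.1) lie below MYC DLP (51.0) and MYC VP (17.0).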

### Single-cell transcriptome delineates inter- and intra-prostate lobe heterogeneity

To determine key differences between murine prostate lobes, we projected the single-cell transcriptome data into the t-distributed stochastic neighbor embedding (tSNE) space. Using known markers (Supplementary Fig. 2a, b), we identified nine major subpopulations of cells across prostate lobes (Fig. 1f). Notably, basal cells (*Krt5*^+^, *Krt14*^Hi^) were the most abundant epithelial cell subtype observed in the AP and DLP lobes, whereas luminal cells (*Krt8*^Hi^, *Krt18*^Hi^) were overwhelmingly represented in the VP lobe. While murine *Myc* (*mm10Myc*) was expressed across all subpopulations and prostate lobes (Supplementary Figs. 2c and 3), human *c-MYC* transgene expression (*hg19MYC*) was largely restricted to the luminal subpopulation (Fig. 1g) and more prevalent in the VP lobe (Fig. 1h), a feature in line with the greater penetrance of the MYC-driven PIN transformation observed in the VP lobe (Fig. 1i)^17^.

The high representation of luminal cells coupled with a robust and uniform MYC-driven PIN transition in the VP enabled us to further define distinct luminal subpopulations. K-means clustering revealed a luminal subpopulation (*Krt8*^Hi^, *Krt18*^Hi^) common to both WT and MYC genotypes and characterized by high expression of *Krt4* but negative for *Nkx3-1* expression (*Krt4*^Hi^, *Nkx3-1*^−^; Fig. 2a, b and Supplementary Fig. 4a). Concurrent high expression of *Cd44*, *Tacstd2* (Trop2) and *Psca* suggests that this subpopulation corresponds to luminal progenitor cells^18^. In untransformed VP, the main luminal cell cluster was composed of two subpopulations characterized by either high or low expression of androgen-responsive genes such as *Pbsn* and *Msmb* (Supplementary Fig. 4b)^19,20^. Human *MYC* was predominately expressed in luminal cells (Fig. 2c, d), resulting in an extensive transcriptional reprogramming within the luminal compartment (Fig. 2a, b). Importantly, the distinct transcriptional profile of human *MYC* overexpressing luminal cells was identifiable even without inclusion of the human *MYC* transcript in the generation of the tSNE plot (Supplementary Fig. 5). In agreement with MYC function in controlling transcriptional programs that favor cell growth and proliferation^21^, we identified a subset of highly proliferative human *MYC* overexpressing luminal cells positive for cyclin B1, DNA topoisomerase II alpha and the marker of proliferation Ki-67 (*Ccnb1*^+^, *Top2a*^+^, *Mki67*^+^; Fig. 2b and Supplementary Fig. 4c), a state that was independent of human or murine *MYC* transcript levels (Fig. 2d). Finally, a limited number of cells belonging to hematopoietic (*Ptprc*^*+*^), vascular endothelium (*Pdgfra*^*+*^), smooth muscle (*Actg2*^*+*^) and adipocyte (*Fabp4*^*+*^) populations were also identified (Fig. 2b and Supplementary Fig. 4d). Taken together, these results demonstrate that MYC-driven transcriptional reprogramming can be readily captured in vivo by single-cell transcriptomics to expose inter- and intra-prostate lobe heterogeneity.

**Fig. 2:**
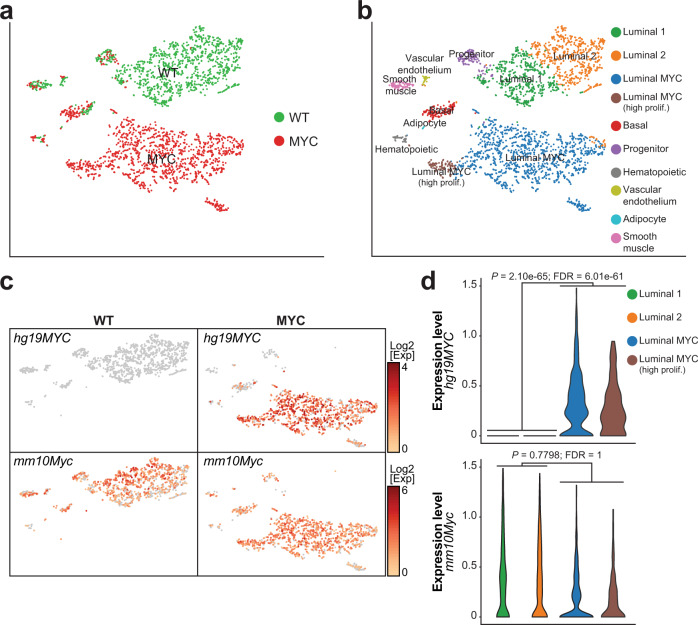
Single-cell transcriptome reveals distinct luminal cell subpopulations. **a, b** Single cell census of the WT and MYC-transformed VP (**a**) followed by unsupervised clustering revealed four luminal subsets (**b** VP; *n* = 1 per genotype). **c**, **d** Human *MYC* transcript (*hg19MYC*) is only observed in MYC-transformed VP and mostly restricted to the luminal subsets while murine *Myc* transcript (*mm10Myc*) is expressed across cellular populations and genotypes (**c** VP; *n* = 1 per genotype) and is not correlated with *hg19MYC* expression in luminal cells (**d** VP; *n* = 1 per genotype; edgeR: two-sided quasi-likelihood F-test).

### MYC-driven luminal cells transformation dampens the AR transcriptional program

To define the transcriptional reprogramming driven by *MYC* overexpression in the VP lobe across cell subpopulations, we created a pseudobulk sample for each subpopulation and performed Gene Sets Enrichment Analyses (GSEA) using the Hallmark gene sets^22^. As expected, the pseudobulk RNA-seq analysis showed that the MYC-driven transcriptional program enriched in gene sets related to cell proliferation (E2F_targets, G2M_chekpoint) or MYC-transcriptional activity per se (MYC_targets_V1/V2), was solely driven by the luminal cells (Fig. 3a, b). In fact, the near totality of the MYC-driven transcriptional program captured by bulk RNA-seq is in line with the luminal cells transcriptional program. However, a large proportion of MYC-driven transcriptional reprogramming was undetected in bulk RNA-seq and only captured by single-cell transcriptomics. 

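In the bulk VP libraries, gene lists for the cell cycle and for ribosomes were higher in MYC than in WT. Hallmark gene sets were not used here; the lists were fixed before the data were examined, and each median log2 ratio was placed among 10000 random lists of the same size matched on mean expression. The G2/M phase list (44 genes compared) had a median log2 ratio of 1.61 in VP and the S phase list (33 genes) of 0.84, both at percentile 100.0 after rounding. The size of the G2/M median depended on low genes. It was 0.50 over the 9 genes with a mean of at least 10 FPKM (percentile 99.0) and 2.92 with a pseudocount of 0.1. The 77 ribosomal protein genes had a median of 1.35, with all 77 above 0, and a list of 25 ribosome biogenesis genes had a median of 0.75, both again at percentile 100.0. Ccnb1, Top2a and Mki67, which mark the proliferative luminal cells, had 0.07625, 1.123 and 0.4838 FPKM in WT VP and 4.149, 10.84 and 12.75 FPKM in MYC VP. In DLP the G2/M list had a median of 1.65, the S phase list of 0.74 and the ribosomal protein genes of 0.68, and in AP 0.74, 0.30 and 0.29. The ribosome biogenesis list did not rise in these lobes, with a median of 0.01 in DLP (percentile 45.5) and -0.24 in AP (percentile 0.0). Scaling the libraries to equal sums of FPKM lowered the median of all genes in VP from 0.04 to -0.15 and left the medians of these 4 lists above 0. The luminal keratins Krt8 and Krt18 had 1292 and 1611 FPKM in WT VP and 1101 and 1313 FPKM in MYC VP. In the paper's Source Data, 10 Hallmark sets have a positive and 5 a negative normalized enrichment score in bulk, and 14 of these have the same sign in luminal cells.

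**Figure D3:**
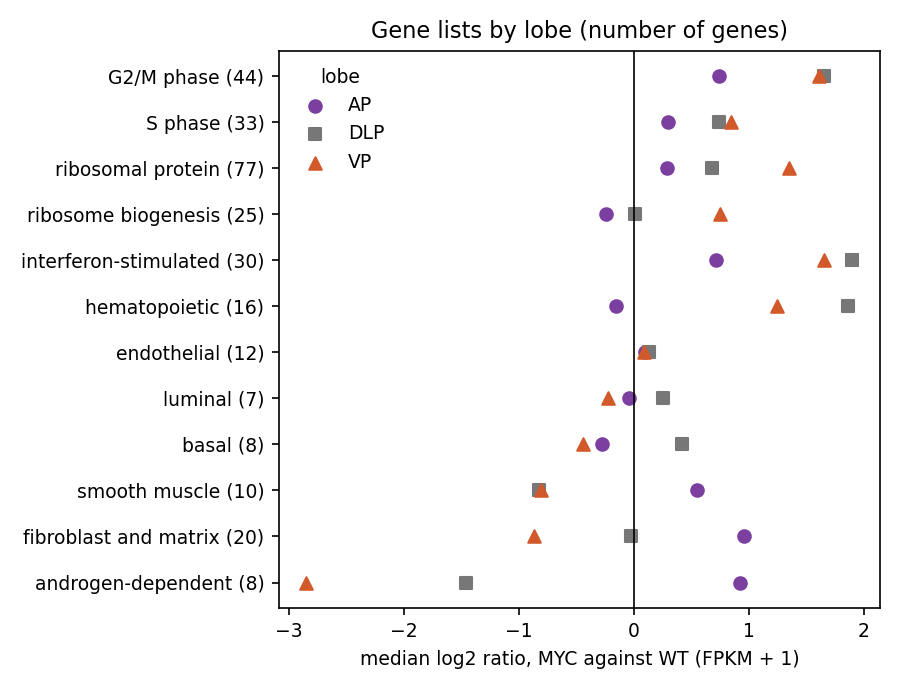
Median log2 ratio of MYC against WT (FPKM + 1) for 12 gene lists in AP, DLP and VP, with the number of genes compared in parentheses and 1 library per lobe and genotype. In VP the medians run from -2.85 for the androgen-dependent genes to 1.65 for the interferon-stimulated genes.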

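The bulk VP libraries also differed in androgen-dependent genes. Of a list of 8 genes that the paper ties to the androgen-dependent program of WT luminal cells, 7 were lower in MYC VP and Sbp is listed at 0 in both VP libraries. Their median log2 ratio in VP was -2.85, at percentile 0.0 of the random lists. Defb50 (chromosome 8, 22934011 to 22941768 in mm9) had 11123 FPKM in WT VP and 549.6 FPKM in MYC VP. The paper's Source Data give Androgen_response an enrichment score of -1.47 in luminal cells and list it at 0 in bulk, which is not read here as a measured score, since Fig. 3a applies thresholds of P and FDR. This Hallmark set was not used here. Of the cell types that the single-cell data resolve, basal marker genes (8 genes) had a median log2 ratio of -0.44 in the bulk VP at percentile 6.2. Endothelial marker genes (12 genes) had 0.09 at percentile 62.2, and neither list stood apart from random lists in bulk. Pdgfra, by which the paper marks vascular endothelium, had a log2 ratio of -1.72 in VP. Such medians mix the share of a cell type with changes within its cells, so they do not test the paper's reprogramming of basal cells. Smooth muscle genes (10 genes) had a median of -0.81 at percentile 0.1, and hematopoietic genes (16 genes) of 1.24 at percentile 100.0. Krt5 and Krt14, the basal keratins, had 32.99 and 158.3 FPKM in WT VP and 32.15 and 104.9 FPKM in MYC VP.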

Notably, basal cells underwent an extensive transcriptional reprogramming (Fig. 3a). Considering that human *MYC* transgene expression was detected in only a limited proportion of basal cells (18.3%; Fig. 2c), this result suggests the existence of a paracrine transcriptional reprogramming upon MYC overexpression and prostate transformation. In addition, scRNA-seq revealed the downregulation of several transcriptional programs in luminal cells. Critically, the depletion of the Androgen_response gene set (Fig. 3a, c), which was not accompanied with a global decreased in AR transcript and protein levels (Fig. 3d–e; Supplementary Fig. 4e), suggests a dampening of the AR transcriptional program driven by *MYC* overexpression as exemplified by loss of *Pbsn* and *Msmb* expression in the luminal compartment (Supplementary Fig. 4b)^19,20^.

**Fig. 3:**
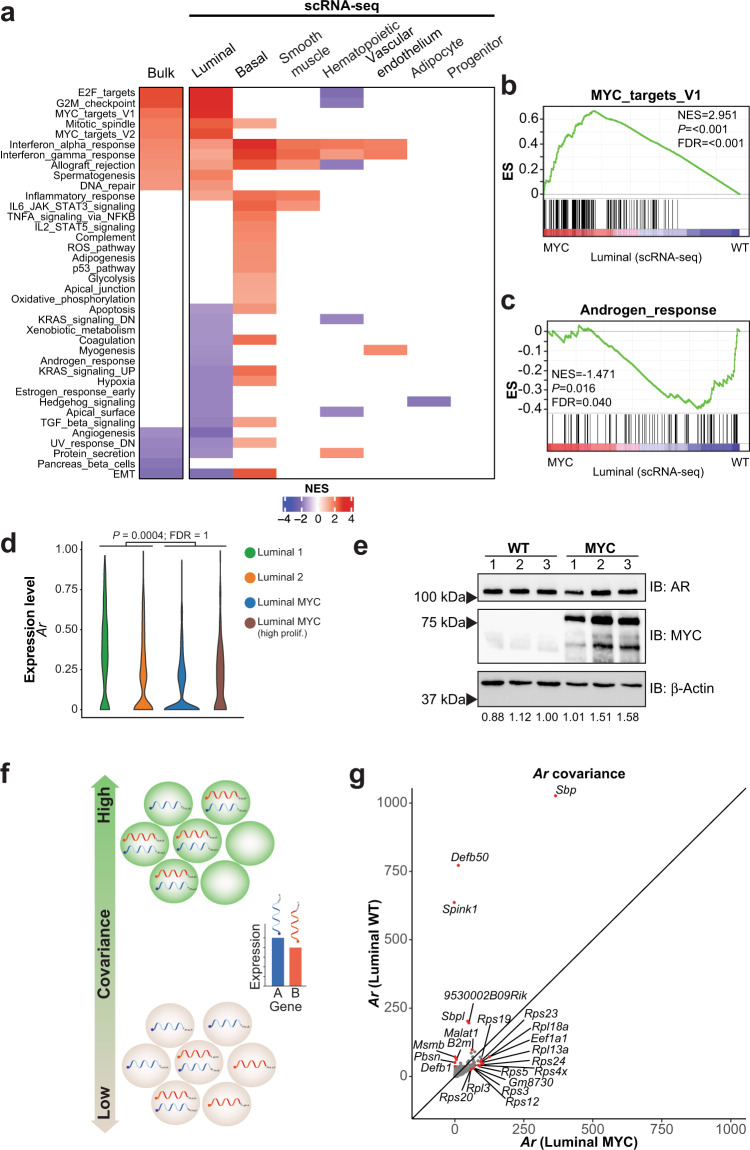
MYC-driven luminal cells transformation dampens the AR transcriptional program. **a** Gene Set Enrichment Analysis (GSEA, Hallmark, *P* < 0.05 and FDR < 0.1) revealed that the bulk RNA-seq transcriptional program associated with MYC overexpression is mostly driven by the luminal subset (VP; matched bulk and single-cell RNA-seq; *n* = 1 per genotype; Source data are provided as a Source Data file). **b**, **c** MYC overexpression is associated with an enriched MYC transcriptional program (**b** *P* < 0.001 and FDR < 0.001) and a depleted AR response (**c** *P* < 0.016 and FDR < 0.040) in the luminal subset (GSEA; VP; *n* = 1 per genotype). **d**, **e** MYC overexpression does not alter AR transcript expression in the luminal compartment (**d** VP; *n* = 1 per genotype; edgeR: two-sided quasi-likelihood F-test) and protein levels in the VP (**e** VP; *n* = 3 per genotype; numbers at the bottom represent AR levels relative to β-Actin; Source data are provided as a Source Data file). **f** Schematic representation of covariance analysis to determine co-expression (i.e. positive covariance) or mutually exclusive expression (i.e. negative covariance) between two genes at a single cell level. **g** Covariance analysis in the luminal subset reveals a shift from canonical AR target genes in the transcripts co-expressed with *Ar* upon MYC overexpression (VP; *n* = 1 per genotype). NES: normalized enrichment score; ES: enrichme*n*t score.

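Beyond proliferation, the bulk VP libraries of Fig. 3a differed in interferon and stromal genes. All 30 interferon-stimulated genes of a list fixed in advance were higher in MYC VP, with a median log2 ratio of 1.65, and a list of 20 fibroblast and matrix genes was lower, with a median of -0.87 and 3 genes above 0. The paper's scores for the bulk VP are 1.82 for the interferon alpha set, 1.76 for the interferon gamma set and -1.88 for epithelial-mesenchymal transition. Its scores for the same sets in luminal cells are 1.57, 1.34 and -1.86. Pdgfra (chromosome 5, 75548316 to 75594229 in mm9) had 14.76 FPKM in WT VP and 3.795 FPKM in MYC VP, and Ptprc (chromosome 1, 139959438 to 140071882) had 1.91 and 4.724 FPKM.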

Thus, we sought to leverage single-cell transcriptomics to determine if *MYC* overexpression alters the nature of the transcripts co-expressed with *Ar* through a covariance analysis (Fig. 3f)^23^. As expected, androgen-dependent genes such as *Pbsn*, *Msmb*, *Sbp*, *Defb50* and *B2m* or the prostate-specific *9530002B09Rik* were co-expressed with *Ar* in WT luminal cells (Fig. 3g)^19,20,24–28^. Interestingly, both *Spink1* and *Malat1*, which are respectively associated with castration-resistant or enzalutamide-resistant disease^29,30^, were strongly co-expressed with *Ar* only in untransformed tissues (Fig. 3g), suggesting that these genes are also part of the normal androgen-dependent prostate epithelium homeostasis. Surprisingly, upon *MYC* overexpression, canonical AR target genes were no longer co-expressed with *Ar*. Instead, transcripts related to ribosome biogenesis, a key pathway driving cell growth and tumorigenesis and associated with MYC function^31^, were co-expressed with *Ar* (Fig. 3g). Altogether, these results indicate that AR-transcriptional program is compromised upon MYC overexpression.

### MYC overexpression alters the AR cistrome

To further characterize the mechanism whereby MYC overexpression negatively affects the AR-dependent transcriptional program, we utilized chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq) to assess the AR cistrome. Although motif analysis of AR binding sites revealed the canonical androgen response element as the top enriched motif across genotypes (Fig. 4a), unsupervised clustering uncovered a distinct AR cistrome driven by MYC overexpression (Fig. 4b). Indeed, MYC overexpression resulted in a significant expansion of the AR cistrome with 1695 sites gained compared to WT tissues (Fig. 4c). Motif analyses revealed that AR gained sites are predominantly associated with the forkhead family of transcription factors motifs (forkhead response elements; FHRE), which includes the established regulator of AR transcriptional activity FOXA1, followed by androgen response elements (ARE; Fig. 4d)^32^. Critically, FOXA1 occupancy was increased at AR gained binding sites in MYC-transformed prostate tissues compared to the WT counterpart (*P* = 2.23e-62; Fig. 4e and Supplementary Fig. 6a). Genomic regions gaining AR occupancy were characterized by increased histone H3K27 acetylation (H3K27ac; *P* = 4.39e-40; Fig. 4f), a mark of active regulatory regions and transcriptional activity^33^, supporting a differential usage of non-coding regulatory elements driven by AR in a MYC overexpressing context. To determine whether the repurposing of the AR cistrome upon MYC overexpression is associated with a distinct transcriptional program, we next integrated AR ChIP-seq to single-cell transcriptomics. Association of 1695 AR binding sites gained upon MYC overexpression (Fig. 4c) to the expression of nearby coding genes in the luminal cell subpopulations, ordered based on slingshot pseudotime inference across genotypes (Supplementary Fig. 6b), highlighted three main expression patterns, namely a MYC-dependent increased, decreased or unchanged expression (Fig. 4g). Using GSEA analysis and the Hallmark gene sets, we identified the MYC_targets_V1 as the top gene set enriched within the set of genes with increased expression. Conversely, we identified the Androgen_response among the gene sets that were significantly enriched within the set of genes with decreased expression (Fig. 4h). Taken together these results indicate, in the context of MYC overexpression, a reprogramming of the AR cistrome that drives an altered transcriptional program.

**Fig. 4:**
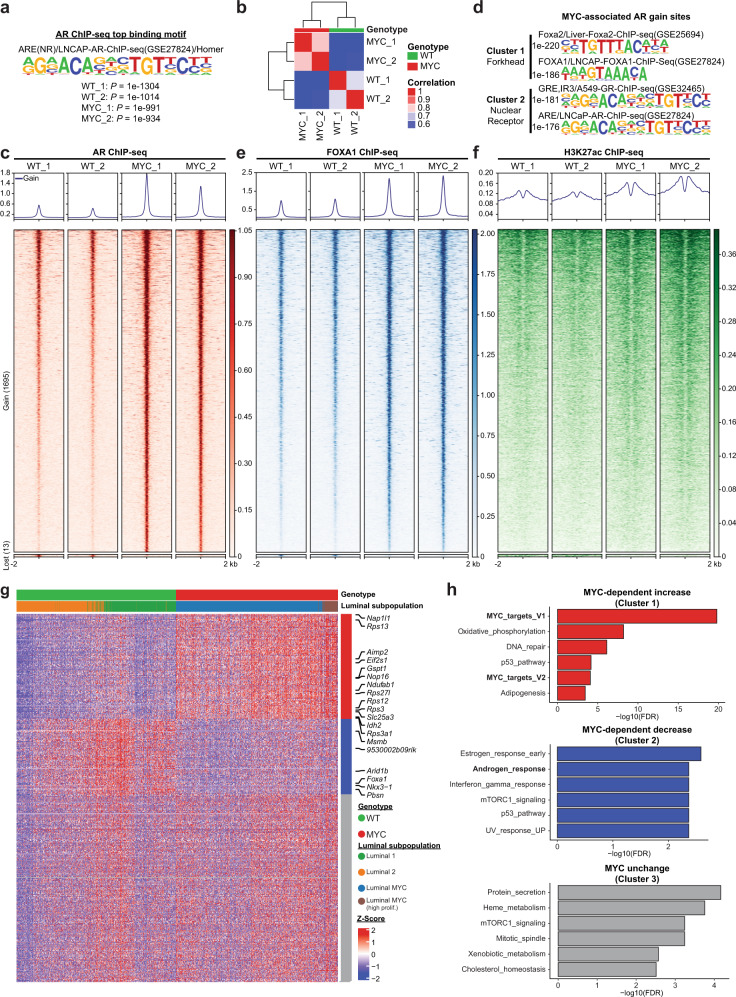
MYC overexpression alters the AR cistrome. **a** AR ChIP-seq identifies an androgen response element (ARE) as the top AR binding motif in WT and MYC-transformed VP (VP; *n* = 2 pools of biological replicates (*n* = 8–13) per genotype). **b** Unsupervised pairwise correlation of the murine AR cistrome from all specimens (VP; *n* = 2 pools of biological replicates (*n* = 8–13) per genotype). **c** MYC overexpression expands the AR cistrome as demonstrated by the heatmaps indicating AR binding intensity across 4 kb intervals (VP; *n* = 2 pools of biological replicates (*n* = 8–13) per genotype). **d** Motif analysis of MYC-associated AR gained sites reveal forkhead response element (FHRE) and androgen response element (ARE; VP; *n* = 2 pools of biological replicates (*n* = 8–13) per genotype). **e**, **f** AR gained sites are characterized by increased FOXA1 binding (**e**) and H3K27ac mark (**f**) in MYC-transformed VP (VP; *n* = 2 pools of biological replicates (*n* = 8–13) per genotype). **g** Integration of the 1695 AR bindings sites gained in MYC tumors with luminal single cell transcriptome grouped by k-means clustering (*n* = 3 clusters). **h** GSEA analysis (Hallmark) revealed an enforced MYC transcriptional program (Cluster 1) and a diminished androgen response (Cluster 2) associated to MYC-dependent AR gained binding sites (Source data are provided as a Source Data file).

### Divergent MYC and AR transcriptional programs dictate disease progression

Since our results in the preclinical model uncovered a robust interplay between MYC and AR transcriptional programs, we next investigated whether this MYC-driven transcriptional reprogramming is clinically relevant. We used gene expression data to stratify 488 primary prostate cancer patients in the TCGA dataset based on the combined levels of the Hallmark Androgen_response (high; low) and MYC_targets_V1 (high; low) transcriptional signatures^9^. Kaplan-Meier curves revealed that patients bearing a primary tumor characterized by divergent AR and MYC transcriptional programs experienced distinct rates of clinical progression. Tumors characterized by a low AR transcriptional signature with concurrent high MYC transcriptional signature (AR_low/MYC_high) were associated with the shortest time to biochemical recurrence (BCR) while tumors characterized by a high AR transcriptional signature with concurrent low MYC transcriptional signature (AR_high/MYC_low) were associated with the longest time to BCR (Supplementary Fig. 7a, b). Interestingly, concordant AR and MYC transcriptional programs (AR_high/MYC_high; AR_low/MYC_low) were associated with an intermediate time to BCR (Supplementary Fig. 7a, b). Recently, transcriptomic data from nearly 20,000 tumors revealed that patients bearing a localized treatment-naïve primary prostate cancer with low AR-activity (AR-A; based on a signature of nine canonical AR transcriptional targets) experience a shorter time to recurrence^34^. Thus, we next sought to determine if MYC transcriptional activity status in low AR-A tumors could identify a more aggressive subtype of primary prostate cancer using the TCGA dataset. Strikingly, Kaplan-Meier curves revealed that it is the subset of low AR-A tumors with concurrent high MYC transcriptional signature that is associated with a faster time to BCR (AR_low/MYC_high *vs*. AR_low/MYC_low, *P* = 0.0001; Fig. 5a, b). Importantly, we validated this finding in a previously published independent meta-analysis cohort combining 855 patients with individual patient-level data (Fig. 5c and Supplementary Fig. 7c)^35^. Univariable analysis revealed that tumors with AR_low/MYC_high transcriptional signatures are associated with increased rates of BCR (Hazard Ratio (HR) = 1.37, 95% Confidence Interval (CI) 1.03–1.83; *P* = 0.030; Fig. 5d), but this did not remain significant after adjusting for clinicopathologic risk factors in multivariable analysis (Fig. 5d and Supplementary Fig. 7d). Since low AR-A tumors were predicted to be less sensitive to androgen-deprivation therapy and more likely to develop metastatic disease after initial local therapy^34^, we next asked whether a high MYC transcriptional activity allows for the identification of a more aggressive subtype of treatment-naïve primary prostate cancer. Strikingly, Kaplan-Meier curves revealed that patients with tumors harboring an AR_low/MYC_high signature were the most likely to develop metastatic disease (Fig. 5e and Supplementary Fig. 7e). Univariable analysis shows that AR_low/MYC_high tumors are associated with an increased risk to develop metastatic disease (HR = 2.93, 95% CI 1.68–5.10; *P* < 0.001; Fig. 5f and Supplementary Fig. 7f). Critically, this finding remained significant in a multivariable competing risks regression analysis adjusting for age, prostate-specific antigen (PSA), Gleason score, surgical margin status, extracapsular extension, seminal vesicles invasion and lymph node involvement (HR = 2.46, 95% CI 1.34–4.52; *P* = 0.004; Fig. 5f and Supplementary Fig. 7f). Altogether, our results suggest that concurrent AR_low/MYC_high transcriptional signatures identify a subgroup of patients that are predisposed to fail standard-of-care therapies and progress to develop metastatic disease.

**Fig. 5:**
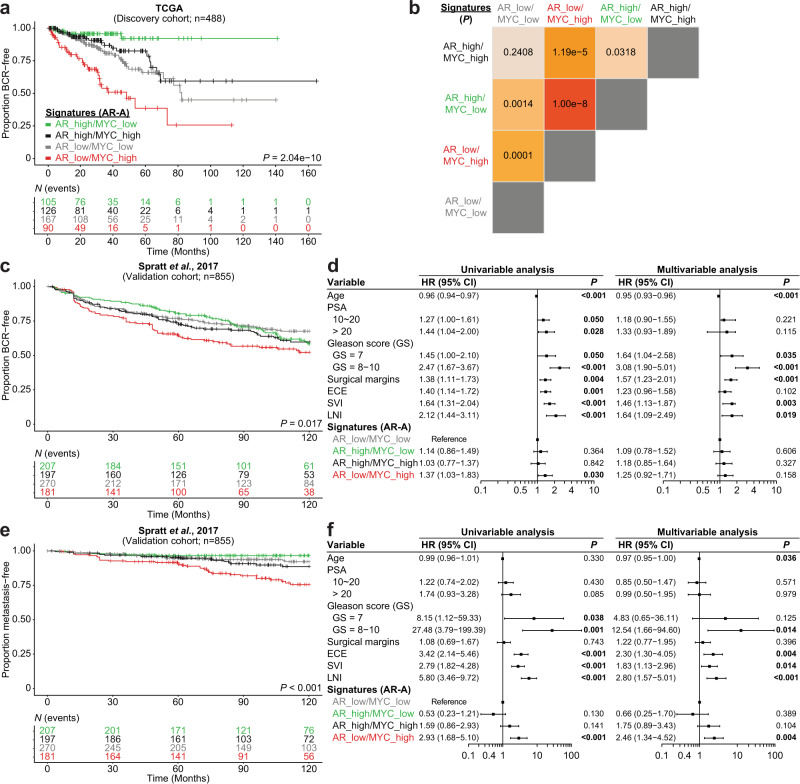
Divergent MYC and AR transcriptional programs dictate disease progression. **a**, **b** Kaplan–Meier curves (**a**) and log-rank tests (**b**) reveal that patients bearing a primary tumor characterized by low AR-activity (AR-A) and concurrent high MYC transcriptional signature (Hallmark) have a shorter time to biochemical recurrence (BCR) within the discovery cohort (TCGA). **c**, **d** Kaplan–Meier curves (**c**), univariable and multivariable analysis (**d** Cox proportional hazards model) confirms that tumors with concurrent low AR-A and high MYC transcriptional signatures develop BCR after radical prostatectomy more rapidly than low AR-A tumors without an active MYC transcriptional program in the validation cohort (Spratt et al., 2017^35^; *n* = 855; HR ± 95% CI). **e**, **f** Kaplan–Meier curves (**e**), univariable and multivariable analyses (**f** Cox proportional hazards model) reveal that tumors with concurrent low AR-A and high MYC transcriptional signatures are more likely to develop a metastatic disease (*n* = 855; HR ± 95% CI). PSA: prostate-specific antigen; HR: hazard ratio; CI: confidence interval; GS: Gleason score; ECE: extracapsular extension; SVI: seminal vesicles invasion; LNI: lymph node involvement.

### High *MYC* expression is associated with a dampened AR transcriptional program and resistance to AR signaling inhibitors in castration-resistant tumors

CRPC is characterized by MYC and AR amplification^9,15,36^. Thus, we sought to assess the impact of MYC expression on the AR transcriptional program and cistrome. Gene expression profiling from 59 AR^+^ CRPC tumors revealed that AR activity is negatively correlated with *MYC* expression (Fig. 6a, b)^37^. As expected, GSEA analysis revealed that *MYC*-high CRPC tumors are enriched for MYC transcriptional signatures. Strikingly, the Hallmark Androgen_response was the only gene set significantly depleted in *MYC*-high tumors (Fig. 6c), supporting a role for MYC in dampening the canonical AR transcriptional program in the castration-resistant setting. We next evaluated whether this phenotype was associated with a repurposing of the AR cistrome using the LuCaP patient-derived xenografts (PDXs) series obtained from AR^+^ mCRPC samples (described in^38^ and Supplementary Fig. 8a). We selected eight specimens, for which the gene expression profiles were readily available, and stratified them into either the *MYC*-high or the *MYC*-low group based on transcript expression (Fig. 6d)^37^. Importantly, AR transcript level was not different between the *MYC*-high and *MYC*-low groups (Fig. 6d). Comparison of the AR cistrome between the two groups uncovered an alteration of AR binding in *MYC*-high mCRPC PDXs towards an expanded AR cistrome robustly associated with the forkhead family of transcription factors motifs (Fig. 6e, f, Supplementary Fig. 8b). Accordingly, greater FOXA1 occupancy was observed at AR gained binding sites in *MYC*-high compared to the *MYC*-low mCRPC PDXs (*P* = 1.74e-144; Fig. 6g and Supplementary Fig. 8c). These sites were also characterized by increased H3K27ac mark (*P* = 3.54e-268; Fig. 6h), in agreement with the MYC-driven murine prostate cancer model (Fig. 4). Critically, differential AR chromatin occupancy between both groups was associated with a dampened AR transcriptional program in the *MYC*-high group (Fig. 6i). Considering that high MYC expression dampens the AR transcriptional program, we hypothesized that MYC transcriptional activity is central to the response to next generation ARSI (i.e. abiraterone acetate or enzalutamide) in mCRPC. We used gene expression data to stratify 75 mCRPC in the SU2C International Dream Team dataset based on the combined levels of the Hallmark Androgen_response (high; low) and MYC_targets_V1 (high; low) transcriptional signatures^39^. Strikingly, Kaplan–Meier curves and univariable analysis revealed that patients with mCRPC tumors harboring an AR_low/MYC_high signature were more likely to resist ARSI treatment and die of their disease (HR = 9.58, 95% CI 1.21–76.20; *P* = 0.033 Fig. 6j, k). Taken together, these results support the existence of a distinct AR cistrome in *MYC* overexpressing CRPC associated with a diminished AR transcriptional program and suggest that concurrent AR_low/MYC_high transcriptional signatures identify a subgroup of patients that are predisposed to fail first-line next generation ARSI treatment and die of mCRPC.

**Fig. 6:**
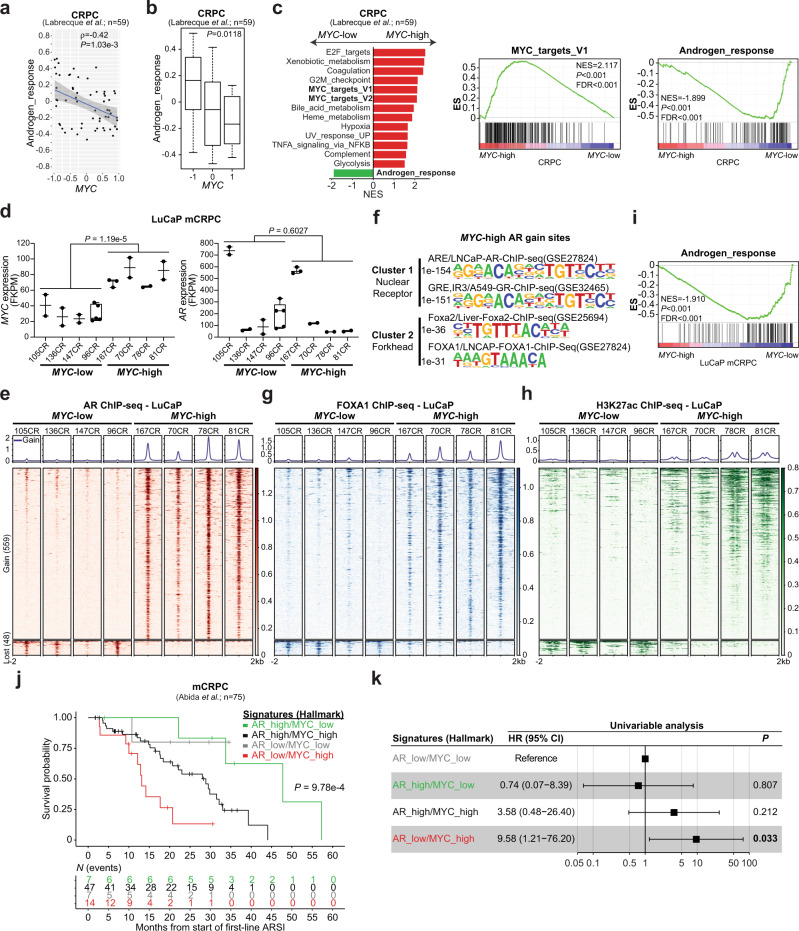
High *MYC* expression is associated with a dampened AR transcriptional program and resistance to AR signaling inhibitors in castration-resistant tumors. **a**, **b** AR activity is inversely correlated with *MYC* expression in CRPC clinical samples (**a** Pearson correlation coefficient (ρ) and *P* value; linear regression ± 95% CI; Source data are provided as a Source Data file) and significantly lower in *MYC*-high tumors (**b** Two-way ANNOVA followed by a Tukey–Kramer test; median; box boundaries: 25th and 75th percentiles; whiskers: ± lowest/smallest value no further than 1.5 interquartile range; *n* = 59; Source data are provided as a Source Data file). **c** Gene Set Enrichment Analysis (GSEA, Hallmark, *P* < 0.05 and FDR < 0.1) revealed an enriched MYC transcriptional program (*P* < 0.001 and FDR < 0.001) and a depleted AR response (*P* < 0.001 and FDR < 0.001) in *MYC*-high CRPC (Source data are provided as a Source Data file). **d**, **e** *MYC*-high mCRPC LuCaP patient-derived xenografts (PDXs) have similar levels of *AR* (**d** Wilcoxon rank-sum test; *n* = 8 biologically independent animals; median, whiskers ± min to max; Source data are provided as a Source Data file) but are associated with an expanded AR cistrome as demonstrated by the increased binding intensity across 4 kb intervals at AR gained sites (**e**). **f** Motif analysis of *MYC*-associated AR gained sites reveal ARE and FHRE. **g**, **h** AR gained sites are characterized by increased FOXA1 binding (**g**) and H3K27ac mark (**h**) in *MYC*-high mCRPC LuCaP. **i** AR cistrome in *MYC*-high mCRPC LuCaP PDXs is associated with a diminished androgen response (GSEA; *P* < 0.001 and FDR < 0.001). **j**, **k** Kaplan-Meier curves (**j**) and univariable analysis (**k** Cox proportional hazards model) revealed that patients with mCRPC tumors harboring an AR_low/MYC_high signature are more likely to resist ARSI treatment and die of their disease (*n* = 75; HR ± 95% CI). HR: hazard ratio; CI: confidence interval; NES: normalized enrichment score; ES: enrichment score.

### MYC overexpression disrupts the AR transcriptional program by pausing AR regulated genes

To assess for direct effects of AR in mediating this transcriptional reprogramming we leveraged the preclinical model of MYC-driven prostate cancer and performed binding and expression target analysis (BETA) to integrate MYC-driven gene expression changes in murine VP with genome-wide AR binding data^40^. This analysis revealed that AR binding was significantly associated with genes downregulated by MYC overexpression (*P* = 2.32e-5; Fig. 7a). Along this line, AR binding was found to be increased at genomic regions nearby Androgen_response genes alongside the H3K27ac mark following MYC overexpression (Fig. 7b, c), in contrast with the accompanied depletion of the Androgen_response gene set (Fig. 3c). For example, AR and FOXA1 binding was increased in the promoter region of *Pbsn* (Fig. 7d), an AR-dependent gene whose transcript level was severely downregulated following MYC overexpression (Fig. 7e; Supplementary Fig. 4b). In the promoter region of *Msmb*, another AR-dependent gene previously characterized as a tumor suppressor^41^, AR and FOXA1 binding as well as the H3K27ac mark levels were maintained although *Msmb* transcript levels were also downregulated by MYC overexpression (Fig. 7f, g and Supplementary Fig. 4b). These results suggest that MYC-driven repression of the AR transcriptional program is not associated with a disengagement of AR or the loss of the H3K27ac mark.

**Fig. 7:**
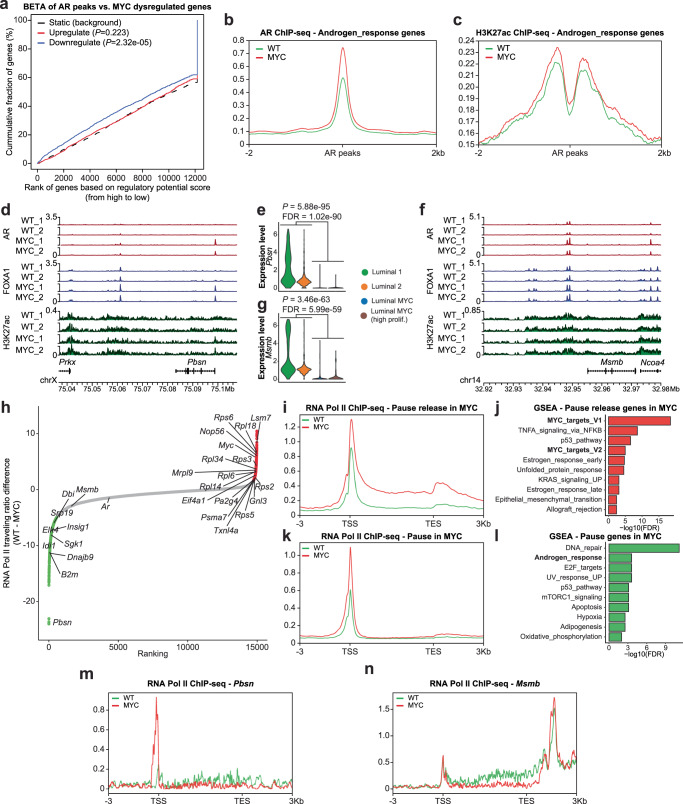
MYC overexpression disrupts the AR transcriptional program by pausing AR regulated genes. **a** BETA analysis revealed that AR binding sites are associated with gene downregulation following MYC overexpression. **b**, **c** Despite a dampened AR transcriptional program, higher levels of the AR binding (**b**) and H3K27ac mark (**c**) are observed nearby AR response genes (VP; *n* = 2 pools of biological replicates (*n* = 8–13) per genotype). **d**, **e** AR, FOXA1 and H3K27ac tracks at *Pbsn* locus, an AR-dependent gene, reveal unchanged or heightened AR and FOXA1 binding (**d** VP; *n* = 2 pools of biological replicates (*n* = 8–13) per genotype) albeit decreased transcript level (**e** VP; *n* = 1 per genotype; edgeR: two-sided quasi-likelihood F-test) following MYC overexpression. **f**, **g** Unchanged AR and FOXA1 binding and H3K27ac mark at *Mmsb* locus (**f** VP; *n* = 2 pools of biological replicates (*n* = 8–13) per genotype), an AR-dependent gene downregulated by MYC overexpression (**g** VP; *n* = 1 per genotype; edgeR: two-sided quasi-likelihood F-test). **h** RNA Pol II traveling ratio differences following MYC overexpression in murine VP (VP; *n* = 2 pools of biological replicates (*n* = 8–13) per genotype). **i**, **j** Pause release genes following MYC overexpression are characterized by greater RNA Pol II occupancy at gene body (**i** VP; *n* = 2 pools of biological replicates (*n* = 8–13) per genotype) and are enriched for MYC transcriptional signatures (**j** GSEA, Hallmark, *P* < 0.05 and FDR < 0.1; Source data are provided as a Source Data file). **k**, **l** Pause genes following MYC overexpression are characterized by greater promoter-proximal RNA Pol II occupancy (**k** VP; *n* = 2 pools of biological replicates (*n* = 8–13) per genotype) and are enriched for AR transcriptional signature (**l** GSEA, Hallmark, *P* < 0.05 and FDR < 0.1; Source data are provided as a Source Data file). **m**, **n** Increased RNA Pol II occupancy at the promoter of *Pbsn* (**m**) and decreased occupancy at the gene body of *Msmb* (**n**) following MYC overexpression (VP; *n* = 2 pools of biological replicates (*n* = 8–13) per genotype). TSS: transcription start site; TES: transcription end site.

Using the androgen responsive LNCaP prostate cancer cell line, Barfeld and colleagues have previously reported that MYC overexpression antagonizes the transcriptional activity of the AR^15^. Similarly to the MYC-driven genetically engineered prostate cancer mouse model, MYC overexpression in LNCaP cells was associated with the depletion of the Hallmark Androgen_response gene set (Supplementary Fig. 9a). Annotation of the AR cistrome and gene expression data by BETA revealed that AR binding is associated with downregulated genes, supporting a global reduction in AR transcriptional activity driven by MYC overexpression. Conversely, MYC cistrome was predominantly associated with upregulated genes, consistent with its role as a transcriptional activator (Supplementary Fig. 9b). Again, AR binding nearby Androgen_response genes remained largely unchanged following MYC overexpression. Interestingly, MYC binding nearby MYC_targets_V1 genes also remained unchanged following MYC overexpression despite a significant enrichment of the MYC_targets_V1 gene set (Supplementary Fig. 9c). Inspection of AR and MYC binding in the vicinity of canonical AR-dependent genes such as *KLK3* and *TMPRSS2* also revealed unchanged binding profiles (Supplementary Fig. 9d).

Based on the evidence for MYC regulation of RNA Pol II pause release^42^, we leveraged RNA Pol II ChIP-seq to determine genome-wide RNA Pol II traveling ratio (*i.e*. RNA Pol II density in the promoter-proximal region over the RNA Pol II density in the transcribed region) in vivo following MYC overexpression in murine VP (Fig. 7h). As expected, genes with reduced RNA Pol II traveling ratio following MYC overexpression were enriched for MYC transcriptional signatures, indicative of pause release at these sites (Fig. 7i, j and Supplementary Fig. 10a). Critically, genes with greater RNA Pol II traveling ratio were enriched for the AR transcriptional signature, suggestive of enhanced RNA Pol II pausing at AR-regulated genes (Fig. 7k, l and Supplementary Fig. 10a). Along this line, ChIP-seq revealed a build-up of RNA Pol II occupancy at the promoter of the AR-regulated gene *Pbsn* following MYC overexpression (Fig. 7m). At the *Msmb* locus, another AR-regulated gene, RNA Pol II occupancy remained unchanged at the promoter region but was abrogated at the gene body in the MYC overexpressing condition (Fig. 7n). These features are in stark contrast to MYC-regulated genes such as *Rps3* and *Rps5* for which we observed an increase RNA Pol II occupancy at the gene body in the MYC overexpressing condition (Supplementary Fig. 10b, c). Since these patterns suggest a MYC-driven altered ratio of initiating and elongating RNA Pol II at AR-regulated genes, we next determined the RNA Pol II traveling ratio at Androgen_response genes. Strikingly, RNA Pol II traveling ratio at Androgen_response genes was significantly increased by MYC overexpression (*P* = 0.0021; Fig. 8a and Supplementary Fig. 10d), supporting MYC-driven RNA Pol II promoter-proximal pausing and consequently non-productive transcription at AR-dependent genes. Altogether these findings support RNA Pol II promoter-proximal pausing as a potential mechanism for MYC-mediated transcriptional repression at AR regulated genes associated with the canonical AR transcriptional signature (Fig. 8b)^43^.

**Fig. 8:**
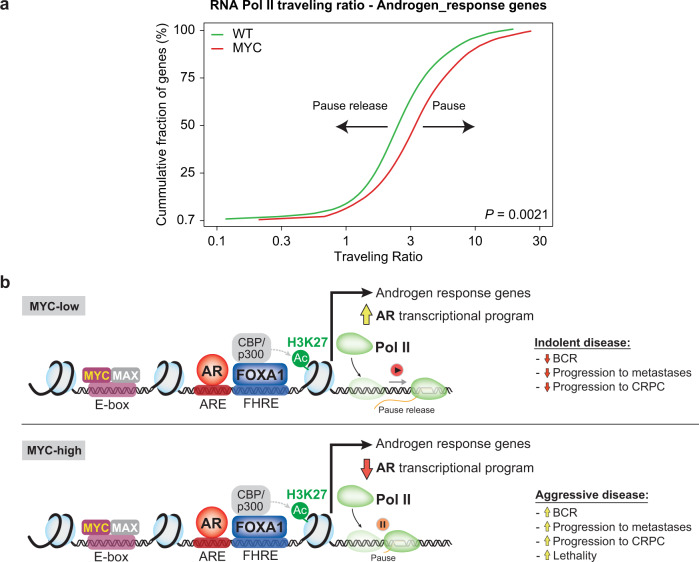
MYC disrupts transcriptional pause release at androgen receptor targets. **a** RNA Pol II traveling ratio reveals greater promoter-proximal pausing at Androgen_response genes (two-tailed *t*-test). **b** Graphical summary. TSS: transcription start site; TES: transcription end site; BCR: biochemical recurrence; CRPC: castration resistant prostate cancer; FHRE: forkhead response elements; ARE: androgen response elements.

## Discussion

In this study, we report the impact of MYC overexpression in vivo on the AR transcriptional program. By leveraging the expression of a human MYC transgene (*hg19MYC*) observed at a single-cell level in murine prostatic tissues, our data demonstrate that MYC overexpression robustly reprograms luminal (*Krt8*^Hi^, *Krt18*^Hi^) cells toward a repressed AR transcriptional program, a feature contrasting with the supporting role of MYC on the AR transcriptional program in the apocrine breast cancer subtype^44^. Our single-cell transcriptome data delineate a minor luminal subpopulation expressing high levels of *Cd44*, *Tacstd2* (Trop2) and *Psca* markers associated with luminal progenitor cells^18^. Recently, single-cell transcriptomics performed in the murine AP lobe also revealed a distinct but rare luminal subpopulation anatomically lining the proximal duct and expressing *Tacstd2* (Trop2), *Psca* as well as *Ly6a* (Sca-1), *Krt4* and *Cldn10*^45^. An independent study suggested that the luminal subpopulation expressing high levels of progenitor markers such as *Tacstd2* (Trop2), *Psca*, *Ly6a* (Sca-1) and *Krt4* corresponds to urethral luminal cells extending into the proximal ducts of the prostate^46^. Since the luminal progenitor population identified in the VP lobe expressed all the aforementioned markers (Supplementary Fig. 4a, f), we cannot rule out the possibility that they might be of urethral origin. Regardless, these progenitor cells were not transcriptionally reprogramed following MYC overexpression (Fig. 3a).

In analyzing the expression of *hg19MYC* transcript driven by the ARR_2_Pb promoter we found it was not detected in WT prostates, as expected. Surprisingly, we detected low, but consistent *hg19MYC* expression in non-luminal subpopulations (basal: 17/93 (18.3%); hematopoietic: 3/35 (8.6%); vascular endothelium: 1/8 (12.5%); Fig. 2c). While the ARR_2_Pb promoter used to drive *hg19MYC* expression has been described as highly specific for prostatic epithelium^14,20,47^, our single-cell transcriptome highlights a potentially underappreciated leaky expression of ARR_2_Pb-driven transgene. However, these seemingly stochastic events are likely transient since Hi-MYC mice do not develop other MYC-driven malignancies, such as B-cell leukemia/lymphoma^48^. With the increasing availability of single-cell transcriptomic profiles from various genetically engineered mouse models (GEMMs), it is expected that tissue specific promoter specificity will be reassessed through a new lens.

MYC is commonly amplified in primary prostate cancer and is overexpressed in 37% of metastatic disease^9,49^. Considering that prostate cancer cells that develop resistance to AR-targeted therapy usually maintain AR expression^50,51^, the interplay between MYC and AR is likely to remain critical as the disease progress to the CRPC stage. Importantly, our analyses exposed a subtype of primary prostate cancer characterized by divergent AR (low) and MYC (high) transcriptional signatures that are predisposed to fail standard-of-care therapies and progress to the mCRPC stage (Fig. 5). Arriaga and colleagues have recently reported a MYC and RAS co-activation signature associated with metastatic progression and failure to anti-androgen treatments^52^. It is thus tempting to speculate that MYC decreases the reliance of prostate cancer cells on the canonical AR transcriptional program, therefore facilitating resistance to AR-targeted therapies. Along this line, we found that patients harboring a mCRPC characterized by divergent AR (low) and MYC (high) transcriptional signatures are more likely to fail first-line next generation ARSI treatment (*i.e*. abiraterone acetate or enzalutamide) and die of their disease. In support of c-MYC mediating resistance to ARSI treatment, Bai et al. recently showed that a c-Myc inhibitor disrupting c-Myc and Max dimerization sensitizes enzalutamide-resistant prostate cancer cells to growth inhibition by enzalutamide^53^. Considering that transition from CRPC to neuroendocrine prostate cancer (NEPC) is driven by N-Myc, which also abrogates AR transcriptional program, and that N-Myc is functionally complementary to c-Myc in various processes^54,55^, it is now evident that Myc family members are key to prostate cancer etiology and resistance to standard-of-care therapies. These results support the use of therapies not centered on the inhibition of AR signaling (e.g. PARP inhibitors, [^177^Lu]Lu-PSMA-617) for the subgroup of patients harboring concurrent AR_low/MYC_high transcriptional programs.

Intriguingly, although MYC overexpression antagonizes the AR transcriptional program, this was not associated with a diminished but rather an expanded AR cistrome, characterized by FOXA1 co-occupancy and an active chromatin state. Data from our MYC-driven prostate cancer mouse model, together with a previously published LNCaP model engineered to overexpress MYC, revealed that MYC-driven repression of the AR transcriptional program is not associated with a disengagement of AR or the loss of the H3K27ac mark. Rather, we observed greater RNA Pol II promoter-proximal pausing and non-productive transcription at AR-dependent genes repressed by MYC in vivo. Importantly, no evidence of direct interaction between MYC and AR has been found^15,53^, suggesting that the suppression of the AR transcriptional program is not guided by a physical interaction with MYC but rather by a MYC-induced RNA Pol II pausing overcoming the AR enhancers driving AR-regulated genes. Taken together, these results support cofactor redistribution driven by increased MYC expression and resulting in greater RNA Pol II promoter-proximal pausing as a potential mechanism for MYC-mediated transcriptional repression at genes regulated specifically by the AR (Fig. 8b)^43,56^.

Altogether, our study revealed an intricate crosstalk between the AR, MYC, FOXA1 and RNA Pol II resulting in a corrupted AR transcriptional program and promoting prostate cancer initiation and progression to the mCRPC stage. Considering that a simple dietary intervention meant to reduce saturated fat consumption can dampen MYC transcriptional program, and the recent development of viable MYC inhibitors for therapeutic interventions^17,57^, we foresee that targeting MYC may help restore a canonical AR transcriptional program and sensitize prostate cancer to AR-targeted therapies.

## Methods

### Animal husbandry

FVB Hi-MYC mice (strain number 01XK8), expressing the human c-MYC transgene in prostatic epithelium, were obtained from the National Cancer Institute Mouse Repository at Frederick National Laboratory for Cancer Research^14^. Upon weaning (3 weeks), male mice heterozygous for the transgene (MYC), together with their wild type littermates (WT), were fed a purified diet (TD.130838, Envigo). Animals were kept on a 12-hour light / 12-hour dark cycle, and allowed free access to food and water at the Dana-Farber Cancer Institute (DFCI) Animal Resources Facility (housing ambient temperature: 22 °C ± 2 °C; ambient humidity: 30–70%). The animal protocol was reviewed and approved by the DFCI Institutional Care and Use Committee (IACUC), and was in accordance with the Animal Welfare Act. For protein expression experiments, mice were housed in the Animal Resources Facility at the Research Institute of the McGill University Health Centre (RI-MUHC) where they were fed a regular lab chow (T.2918, Envigo) from the time of weaning (housing ambient temperature: 21 °C ± 1 °C; ambient humidity: 40–60% ± 5%). The animal protocol followed the ethical guidelines of the Canadian Council on Animal Care, and was approved by the RI-MUHC Glen Facility Animal Care Committee (FACC). Tumor burden in male MYC mice is not associated with adverse effects before the experimental end point (*i.e*. 12 weeks of age)^14^.

#### Genotyping

Tail snips were sent to Transnetyx (Transnetyx, Inc.) for genotyping or genomic DNA was extracted from ear punches using 0.4 mL of lysis buffer (100 mM Tris-HCl pH 7.5, EDTA 5 mM, 2% SDS, 200 mM NaCl and 100 μg/μL freshly added Proteinase K). Samples were incubated overnight at 52 °C. After centrifugation at 10,000 × g for 20 min, the supernatant was collected and mixed by inversion with 0.4 mL isopropanol to precipitate the DNA, which was pelleted by centrifugation for 5 min, then washed with 0.5 mL 70% ethanol and dissolved in 10 μL molecular grade water. The presence of the MYC transgene was detected by polymerase chain reaction (PCR), using the following primer combination: primer 1: 5’ AAA CAT GAT GAC TAC CAA GCT TGG C 3’ and primer 2: 5’ ATG ATA GCA TCT TGT TCT TAG TCT TTT TCT TAA TAG GG 3’. PCR products were resolved using a 2% agarose tris-acetate-EDTA gel and a 177 bp band was visualized using the ChemiDoc™ imaging system (Bio-Rad).

### Tissue specimens

#### FVB Hi-MYC model

At 12 weeks of age, male mice were euthanized by CO_2_ / isoflurane followed by cervical dislocation. Mouse prostate lobes (AP, DLP, VP) were dissected, weighed and immediately processed for bulk and single-cell transcriptomics or flash-frozen in liquid nitrogen for chromatin immunoprecipitation or protein expression experiments. Tissues were consistently collected during the same periods to minimize inter-samples and circadian rhythm variability.

#### mCRPC LuCaP PDXs

Informed consent was obtained to collect human mCRPC tissues and generate the patient-derived xenograft tumors as described previously (male CB17 SCID mice between 4–6 weeks of age; maximum tumor size: 1000 mm^3^; housing ambient temperature: 20–26 °C; ambient humidity: 30–70%)^37,38^. The study was approved by the University of Washington Human Subjects Division institutional review board (no. 2341). All animal studies were approved by University of Washington IACUC and performed according to NIH guidelines. Molecular characterization of AR^+^ mCRPC LuCaP PDXs 70CR, 78CR, 81CR, 96CR, 105CR, 136CR and 147CR was previously described^37,38^. LuCaP PDX 167CR was established from a liver metastasis of a male who died of abiraterone-, carboplatin- and docetaxel-resistant CRPC. LuCaP 167CR expresses AR (mouse monoclonal [F39.4.1] anti-AR; #MU256-UC, Biogenex; dilution 1:60), responds to castration and is negative for synaptophysin (mouse monoclonal [D-4] anti-synaptophysin; #sc-17750, Santa Cruz Biotechnology; dilution 1:200). PDX cellular morphology recapitulates the original liver metastasis (Supplementary Fig. 8a; characterization as previously described^37^).

### Bulk RNA-sequencing

#### FVB Hi-MYC model

Fresh prostate lobes from 12-week-old mice were dissociated to form a single cell suspension. Prostate lobes were minced with a sterile razor blade and resuspended in collagenase/hyaluronidase (#07912, Stemcell Technologies) diluted in DMEM/F-12 (#36254, Stemcell Technologies) at 37 °C for 2 h. After dissociation, cells were centrifuged (350 × *g* for 5 min) and resuspended in 5 mL of prewarmed 0.25% trypsin/EDTA (#07901, Stemcell Technologies) at 37 °C for 5 min. Trypsinization was stopped with 10 mL of cold HBSS (#37150, Stemcell) supplemented with 2% of regular cell culture grade FBS. Cells were centrifuged (350 × *g* for 5 min) and resuspended in 1 mL of prewarmed dispase (#07913, Stemcell Technologies) and 100 μL of DNase I (#07900, Stemcell Technologies) and passed 5 times through a 27 G syringe needle. Cells were then mixed with 10 mL of cold HBSS supplemented with 2% FBS, filtered through a 40 μm cell strainer (#27305, Stemcell Technologies), centrifuged (350 × *g* for 10 min) and resuspended in PBS. An aliquot of the single cell suspension was immediately processed for single-cell RNA-sequencing and RNA from an equal number of cells was extracted using the miRNeasy Micro Kit (#217084, Qiagen) coupled with on-column DNAse treatment (#79254, Qiagen) for bulk RNA-sequencing. RNA sample concentration was measured and subjected to quality evaluation, using a Bioanalyzer RNA 6000 Nano kit (#5067-1511, Agilent). The Dana-Farber Cancer Institute Molecular Biology Core Facilities prepared libraries from 500 ng of purified total RNA, using TruSeq Stranded mRNA sample preparation kits (#RS-122-2101, Illumina) according to the manufacturer’s protocol. Finished libraries were quantified by the Qubit dsDNA High-Sensitivity Assay Kit (#32854, Thermo Fisher Scientific), by an Agilent TapeStation 2200 system using D1000 ScreenTape (#5067-5582, Agilent), and by RT-qPCR using the KAPA library quantification kit (#KK4835, Kapa Biosystems), according to the manufacturers’ protocols; pooled uniquely indexed RNA-seq libraries in equimolar ratios were sequenced to a target depth of 40 M reads on an Illumina NextSeq500 run with single-end 75 bp reads. Read alignment, quality control and data analysis was performed using VIPER (2.0)^58^, RNA-seq reads were mapped by STAR (2.7.0f)^59^ and read counts for each gene were generated by Cufflinks (2.2.1)^60^. Differential gene expression analyses were performed on absolute gene counts for RNA-seq data and raw read counts for transcriptomic profiling data using DESeq2 (1.18.1)^61^.

#### mCRPC LuCaP PDXs

LuCaP PDX tumor samples were collected from castrated CB 17 SCID male mice. Frozen tumors were used for RNA extraction and RNA-seq analysis as described previously^37^.

#### LNCaP MYC model

Published gene expression data (GSE73995^15^) was downloaded and reanalyzed.

### Single-cell RNA-sequencing

Cell preparation for 3’ barcoded scRNA-seq (#120237, Chromium V2 assay) was performed according to the manufacturer’s protocol (10X Genomics) targeting 5000 cells from single-cell suspensions of freshly processed prostate lobes as described above. Single-cell RNA-seq data were preprocessed using the 10x genomics Cell Ranger (https://www.10xgenomics.com; 2.0.0) to obtain the UMI (unique molecular identifier) counts for each gene. To get a reliable single cell transcriptome dataset, we excluded the cells with fewer than 200 genes expressed (UMI > 0) or the cells with more than 80% UMIs from mitochondrial genes. The filtered data was then normalized and scaled by using seurat R package (3.1.1) to remove unwanted sources of variations^62^. tSNE was performed on the normalized data to visualize the single cells in two-dimensional space by using the result of principal component analysis (PCA). Unsupervised clustering was performed by using the “FindClusters” function in the seurat R package (3.1.1) with parameters of resolution = 0.8. Genes with differential expression between clusters were obtained by using Wilcoxon rank-sum test. FDR was calculated to correct for multiple testing.

#### Specific gene expression levels

The normalized expression level for all cells was calculated by the seurat R package (3.1.1). The Violin plots were created by the geom_violin function in ggplot2 R package (3.3.2), scale option set to ‘area’.

#### Covariance analysis

The covariance for all genes with *Ar* is calculated by the cov function in stats R package (3.6.0). Genes that have covariance difference larger than 30 between the WT and MYC samples were colored in red and labeled in the plot.

#### Slingshot pseudotime inference

Pseudotime inference is done by the slingshot R package (1.3.1). K-means clustering results and tSNE coordinates were used as input for the pseudotime inference.

### Bioinformatics analyses – bulk RNA-seq and scRNA-seq

#### Bulk RNA-seq and scRNA-seq gene expression correlation

X-axis is the log(scRNA-seq sum of UMI from all cells), Y-axis is log(bulk RNA-seq − raw read counts). Correlation is calculated based on Pearson correlation. The Venn diagram is the overlap expressed genes between scRNA-seq and bulk RNA-seq. A gene is considered as expressed when the sum of UMI from all cells is larger than 0 in scRNA-seq or raw read counts is larger than 0 in bulk-RNA-seq.

#### Sample-sample correlation and principal component analysis (PCA)

Sum of UMI from all cells in scRNA-seq and raw read counts in bulk RNA-seq for matched samples were calculated. Batch effects between scRNA-seq and bulk RNA-seq data were removed using the ComBat approach from SVA (3.18.00). Pearson correlation and principal components were calculated using the counts after removal of batch effect.

#### Gene set enrichment analysis (GSEA)

All GSEA were done using pre-ranked analysis (GSEA Java; v4.1.0) with Hallmark gene sets (h.all.v7.2.symbols.gmt). Heatmap visualization of normalized enrichment score (NES) was obtained using ComplexHeatmap R package (2.2.0)^63^.

### Protein expression

Fresh-frozen VP tissues from 12-week-old male FVB mice were sliced on ice with stainless steel disposable scalpels (Fisher Scientific) then homogenized in RIPA buffer (20 mM Tris-HCl pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% TRITON-X) supplemented with phosphatases and protease inhibitors (Mini, Pierce™, Thermo Fisher) using a tissue grinder kit (Kontes). Equal amounts of protein (15 μg; Pierce™ Rapid Gold BCA Protein Assay, Thermo Fisher) were resolved on 8–12% Tris-glycine SDS-polyacrylamide gels and transferred to nitrocellulose blotting membranes (Bio-Rad), following standard procedures. Membranes were probed with the following antibodies according to the manufacturer’s instructions: rabbit monoclonal [Y69] anti-c-MYC (#ab32072, Abcam; dilution 1:1,000), rabbit monoclonal [ER179(2)] anti-AR (#ab108341, Abcam; dilution 1:1,000) or rabbit polyclonal anti-β-Actin (#4967, Cell Signaling Technology; dilution 1:1,000). Densitometry analyses were made with ImageJ (U.S. NIH, Bethesda, MD; http://imagej.nih.gov/ij/). Results were normalized to β-actin and expressed as arbitrary units.

### ChIP-sequencing

#### FVB Hi-MYC model

ChIP-sequencing was performed as described in Labbé and Zadra et al.^17^. Briefly, fresh-frozen VP tissues from 12-week-old mice were pulverized (Cryoprep Impactor, Covaris), resuspended in PBS + 1% formaldehyde, and incubated at room temperature for 20 min. Fixation was stopped by the addition of 0.125 M glycine (final concentration) for 15 min at room temperature, then washed with ice cold PBS + EDTA-free protease inhibitor cocktail (PIC; #04693132001, Roche). Multiple biological replicates were combined for each condition in two distinct pools (replicates). Chromatin was isolated by the addition of lysis buffer (0.1% SDS, 1% Triton X-100, 10 mM Tris-HCl (pH 7.4), 1 mM EDTA (pH 8.0), 0.1% NaDOC, 0.13 M NaCl, 1X PIC) + sonication buffer (0.25% sarkosyl, 1 mM DTT) to the samples, which were maintained on ice for 30 min. Lysates were sonicated (E210 Focused-ultrasonicator, Covaris) and the DNA was sheared to an average length of ~200–500 bp. Genomic DNA (input) was isolated by treating sheared chromatin samples with RNase (30 min at 37 °C), proteinase K (30 min at 55 °C), de-crosslinking buffer (1% SDS, 100 mM NaHCO3 (final concentration), 6–16 h at 65 °C), followed by purification (#28008, Qiagen). DNA was quantified on a NanoDrop spectrophotometer, using the Quant-iT High-Sensitivity dsDNA Assay Kit (#Q33120, Thermo Fisher Scientific). On ice, AR (2 μg, #ab108341, Abcam), FOXA1 (6 μg, #ab23738, Abcam), RNA Pol II (4 μg, #sc899, Santa Cruz Biotechnology) or H3K27ac (10 μl, #ab4729, Abcam) antibodies were conjugated to a mix of washed Dynabeads protein A and G (Thermo Fisher Scientific), and incubated on a rotator (overnight at 4 °C) with 5 μg (AR, FOXA1, RNA Pol II) or 1.5 μg (H3K27ac) of chromatin. ChIP’ed complexes were washed, sequentially treated with RNase (30 min at 37 °C), proteinase K (30 min at 55 °C), de-crosslinking buffer (1% SDS, 100 mM NaHCO3 (final concentration), 6–16 h at 65 °C), and purified (#28008, Qiagen). The concentration and size distribution of the immunoprecipitated DNA was measured using the Bioanalyzer High Sensitivity DNA kit (#5067-4626, Agilent). Dana-Farber Cancer Institute Molecular Biology Core Facilities prepared libraries from 2 ng of DNA, using the ThruPLEX DNA-seq kit (#R400427, Rubicon Genomics), according to the manufacturer’s protocol; submitted the finished libraries to quality control analyses as described in the bulk RNA-seq Methods section; ChIP-seq libraries were uniquely indexed in equimolar ratios, and sequenced to a target depth of 40 M reads on an Illumina NextSeq500 run, with single-end 75 bp reads.

#### mCRPC LuCaP PDXs

ChIP-sequencing for AR (N-20; 6 μg, #sc-816, Santa Cruz Biotechnology), FOXA1 (4 μg, #ab23738, Abcam) and H3K27ac (1 μg, #C15410196, Diagenode), was performed at the Dana-Farber Cancer Institute using the protocol described previously^32,64^.

#### LNCaP MYC model

Published ChIP-seq data (GSE73995^15^) was downloaded and reanalyzed.

### Bioinformatics analyses—ChIP-seq

#### Peak calling and data analysis

All samples were processed through the computational pipeline developed at the Dana-Farber Cancer Institute Center for Functional Cancer Epigenetics (CFCE) using primarily open source programs. Raw Illumina output was converted to FASTQ format using Illumina Bcl2fastq (2.18). Sequence tags were aligned with Burrows-Wheeler Aligner (BWA; 0.7.17-r1188) to build mm9 or hg19 and uniquely mapped, non-redundant reads were retained^65^. These reads were used to generate binding sites with Model-Based Analysis of ChIP-seq 2 (MACS; 2.1.1.20160309), with a q-value (FDR) threshold of 0.01^66^. We evaluated multiple quality control criteria based on alignment information and peak quality: (i) sequence quality score; (ii) uniquely mappable reads (reads that can only map to one location in the genome); (iii) uniquely mappable locations (locations that can only be mapped by at least one read); (iv) peak overlap with Velcro regions, a comprehensive set of locations – also called consensus signal artifact regions – in the genome that have anomalous, unstructured high signal or read counts in next-generation sequencing experiments independent of cell line and of type of experiment; (v) number of total peaks (the minimum required was 1,000); (vi) high-confidence peaks (the number of peaks that are tenfold enriched over background); (vii) percentage overlap with known DHS sites derived from the ENCODE Project (the minimum required to meet the threshold was 80%); and (viii) peak conservation (a measure of sequence similarity across species based on the hypothesis that conserved sequences are more likely to be functional). Typically, if a sample fails one of these criteria, it will fail many (locations with low mappability will likely have low peak numbers, many of which will likely be in high-mappability regions, etc.).

#### DNA binding motif analyses

Peaks from each group were used for motif analysis by the motif search findMotifsGenome.pl in HOMER (3.0.0)^67^, with cutoff *q*-value ≤ 1e-10.

#### Sample-sample correlation and differential peaks analysis

Sample-sample correlation and differential peaks analysis was performed by the CoBRA pipeline (2.0)^68^. Peaks from all samples were merged to create a union set of sites for each transcription factor and histone mark. Read densities were calculated for each peak for each sample, which were used for comparison of cistromes across samples. Sample similarity was determined by hierarchical clustering using the Spearman correlation between samples. Tissue-specific peaks were identified by DESeq2 (1.18.1) with adjusted *P* ≤ 0.05. Total number of reads in each sample was applied to size factor in DESeq2 (1.18.1), which can normalize the sequencing depth between samples.

#### ChIP-seq profiles

Given varying alignment of reads or fragments across samples, coverage track bigwig files were calculated for each sample that reflected the coverage signal and sequencing depth using the Chilin pipeline^69^. The deepTools (2.3.5) package computeMatrix further computed the average score for each of the samples. Finally, a profile heat map was created based on the scores at genomic positions within 2 kb upstream and downstream of the AR binding sites. All samples were ranked by the average score. ChIP-seq enrichment for transcription factors and histone marks at the loci of selected genes were visualized and plotted using karyoploteR R package (1.12.4)^70^.

#### RNA Pol II analysis

RNA Pol II traveling ratio (TR) scores for each gene was calculated by comparing the ratio between RNA Pol II density in the promoter region and in the gene body region^42^. The promoter region was defined as −30 bp to +300 bp relative to the transcriptional start site (TSS) and the gene body as the remaining length of the gene. We calculated the bins per million mapped reads (BPM) use bamCoverage and computeMatrix in deepTools (2.3.5) for promoter and gene body regions. The TR difference between WT and MYC were calculated by TR value in WT minus TR value in MYC. Ranking plot of the WT - MYC TR difference for all Pol II bound genes revealed a clear point in the distribution of travel ratio difference where the difference began increasing/decreasing rapidly. To geometrically define this point, we found the x-axis point for which a line with a slope of 1 was tangent to the curve. We defined 246 genes above the increasing point to be pause release genes and 556 genes below the decreasing point to be the pause genes by MYC overexpression. DeepTools (2.3.5) function plotProfile and plotHeatmap were used to create the Pol II occupancy (the region ± 3 kb from the start and end of the gene) summary profiles and heatmaps. Kolmogorov-Smirnov test is applied to the TR distribution difference between WT and MYC for Hallmark Androgen_response genes.

### Epigenomics and transcriptomics integration

All genes within the 100 kb of gained AR binding sites in MYC samples were selected, k-means clustering of 3 was applied. Cells were ordered by the pseudotime. GSEA analysis was done using the gene sets deposited in the GSEA website (https://www.gsea-msigdb.org/gsea/msigdb/annotate.jsp; 4.1.0). Binding and expression target analysis (BETA; 1.0.7) was used to integrates ChIP-seq of transcription factors with differential gene expression data and infer the dysregulated genes^40^.

### Prostate cancer clinical datasets analyses

#### The Cancer Genome Atlas (TCGA)

RNA-seq readcount and clinical data from 488 samples with prostate cancer (PRAD) were downloaded from the Cancer Genome Atlas (TCGA) database (https://cancergenome.nih.gov/) using Bioconductor package TCGAbiolinks (2.14.1)^71^. To calculate transcriptional signature scores, RNA-seq data was normalized to sequencing depth and TPM transformed. Hallmark Androgen_response and Hallmark MYC_targets_V1 gene sets were downloaded from MSigDB^72^. The AR-A signature comprising nine canonical AR transcriptional targets (*KLK3*, *KLK2*, *FKBP5*, *STEAP1*, *STEAP2*, *PPAP2A*, *RAB3B*, *ACSL3*, *NKX3-1*) was derived from previous published work^34^. Transcriptional signature scores were computed for every patient based on a non-parametric, rank-based method implemented in singscore R package (1.6.0)^73^. TCGA patients were assigned to the low or high group according to the cut-off point estimated by maximally selected rank statistic maxstat R package (0.7–25) of each signature^74^. Survival analysis was conducted using survival R package (3.2-3)^75^, Kaplan-Meier were plotted using survminer R package (0.4.8)^76^ and log-rank test was used to evaluate the overall statistical significance as well as the comparison between groups. Benjamini-Hochberg was used to correct for multiple testing.

#### Validation cohort

The META855 cohort containing 855 patients treated with radical prostatectomy with available transcriptomic, clinicopathological, and outcomes data selected from five published studies of the Decipher prostate genomic classifier test as previously described^35^. Microarray expression levels were normalized using the SCAN algorithm (SCAN.UPC R package; 2.28.0)^77^. The combination of the Hallmark Androgen_response/Hallmark MYC_targets_V1 and AR-A / Hallmark MYC_targets_V1 signatures and their association with BCR and metastatic progression was examined in the META855 cohort using the thresholds obtained from quantiles defined in the TCGA dataset. Patients were divided in four groups and Kaplan-Meier analysis and log-rank test were conducted to evaluate differences in biochemical recurrence and metastatic progression. The prognostic association between the signatures and the clinicopathological factors was assessed using Cox proportional hazard modeling.

#### Castration-resistant prostate cancer

Published gene expression data (GSE126078^37^) was downloaded and data analysis was performed using VIPER (2.0)^58^.

#### Metastatic castration-resistant prostate cancer

The SU2C International Dream Team cohort contains 429 mCRPC patients treated with a first-line ARSI (*i.e*. abiraterone acetate or enzalutamide)^39^. Patients underwent biopsy for the collection of mCRPC tissue and a total of 75 patients had matching transcriptomic profiling (RNA-seq) and outcomes data. Hallmark Androgen_response (missing gene expression data for *HERC3*) and Hallmark MYC_targets_V1 (missing gene expression data for *PRPF31*) transcriptional signature scores were computed for every patient based on a non-parametric, rank-based method implemented in singscore R package (1.6.0)^73^ using gene expression as TPM (transcripts per million reads). Patients were assigned to the low or high group according to the cut-off point estimated by maximally selected rank statistic maxstat R package (0.7–25) of each signature^74^. Survival analysis was conducted using survival R package (3.2-3)^75^, Kaplan-Meier were plotted using survminer R package (0.4.8)^76^ and log-rank test was used to evaluate the differences in overall survival. The prognostic association between the signatures was assessed using Cox proportional hazard modeling.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The murine (bulk RNA-seq, scRNA-seq and ChIP-seq) and LuCaP PDXs (ChIP-seq) sequencing data reported in this paper were deposited on NCBI Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE163146 and GSE163220, respectively. The CRPC (bulk RNA-seq) and the LNCaP MYC model (microarray and ChIP-seq) publicly available data used in this study are available through GEO Series accession number GSE126078 and GSE73995, respectively. The remaining data are available within the Article, Supplementary Information or Source Data file provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

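Bulk RNA-seq of 6 libraries was re-analysed, 1 from each of the 3 prostate lobes (AP, DLP and VP) of 1 WT and 1 MYC mouse, both 12 weeks old. The single-cell RNA-seq, ChIP-seq, patient and cell line data of the paper were not analysed here. Genotype and lobe of each library were taken from the sample titles, which the column names of the table repeat.

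The authors mapped single-end reads with STAR and quantified each gene with Cufflinks within the VIPER workflow, and deposited 1 table of FPKM for the 6 libraries. The methods call the Cufflinks output read counts and name DESeq2 for differential expression, but the deposited values are not whole numbers and sum to between 374085 and 483143 per library, so they were treated as FPKM and no count model was run. The design, fixed in advance, assumed read counts and CPM. Its thresholds were kept, with FPKM as deposited in their place: log2(FPKM + 1), genes with a mean of at least 1 FPKM over the 6 libraries (12361 of the 24908 genes), and a 2-fold threshold on the log2 ratio of MYC against WT. The genome build and gene annotation of the RNA-seq are not named in the paper's text. Of the symbols, 24344 were found in a RefSeq gene table of the mouse assembly GRCm38.p6, and 24826 when its synonyms were included. Coordinates are those of GENCODE M1 on the assembly NCBIM37 (mm9), matched by symbol.

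FPKM hide the number of reads. The value of 1 read was recovered per library from genes with a single exon and a single transcript longer than 600 bases at under 0.3 FPKM, whose FPKM times the transcript length less 200 bases falls in steps. The steps gave between 25.4 M mapped reads (WT AP) and 49.9 M (MYC AP), and simulated libraries of 30 M reads returned 30.0 M over 235 values. Reads per gene were then estimated from FPKM, the mean GENCODE transcript length and the depth. A length was found for 90.0% of the genes compared, and the median length stood in for the rest. These estimates served only for alternatives: a minimum of 3 or 10 reads, random thinning of all libraries to the depth of WT AP, and exact 95% binomial (Clopper-Pearson) intervals of the ratio of reads of 2 libraries. Such intervals cover counting error of the libraries and not the difference between animals. With 1 library per group, no p-value was computed. WT AP has the fewest reads, so that its low genes are the least precise.

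Libraries were compared by Pearson's correlation across genes, with an interval from 1000 bootstrap resamples of the genes, by average-linkage clustering on 1 - r and by principal components of the centred log2(FPKM + 1) values. For gene lists, the median log2 ratio was placed among the medians of 10000 random lists of the same size, drawn from 20 bins of mean expression. The lists were written from the paper and from general knowledge of cell type markers in advance, except for a list of 24 endoplasmic reticulum chaperone genes, which was written after 3 such genes had been seen to fall. Genes were named when the paper names them, or as the 3 largest rises and 3 largest falls of the VP log2 ratio among genes with a mean of at least 10 FPKM that changed the same way in DLP. Other genes were named after their values were seen, which is said where they appear. Some genes that these rules name are not reported here.

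Alternatives were size factors from medians of ratios, equal sums of FPKM, equal sums without the 20 genes with the highest values, a pseudocount of 0.1, no filter and a minimum mean of 10 FPKM, Spearman's correlation, a 4-fold threshold, and ratios to the mean of Krt8 and Krt18. Added after seeing the data were a trimmed-mean scaling, the removal of microRNA and small nucleolar RNA genes, the removal of genes listed at 0 in either library of a lobe, and random lists matched on transcript length too. The computations were tested on simulated libraries in which 200 genes were changed 4-fold. All were drawn from the estimated reads of WT VP with counting error only. They hold no difference between animals, dissections or cell mixtures, so they check the computation and not the rate of false calls in these data. All 200 were recovered in each lobe, with at most 2 of 11235 unchanged genes called, and 5 of 100 random lists fell outside the 2.5th to 97.5th percentile. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.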

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

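Of the tests in this part, those of depth, of cell composition and of luminal keratins and top genes in VP were fixed in advance, and the others were chosen after the result was seen. All libraries of a genotype come from 1 mouse, so no pattern here can be told apart from a difference between the animals.

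Gene lists and genes moved in opposite directions in AP and VP. The androgen-dependent list had a median log2 ratio of 0.92 in MYC against WT AP and -2.85 in VP, a difference of -3.77. The fibroblast and matrix list had 0.96 and -0.87 (difference -1.83), the smooth muscle list 0.55 and -0.81 (-1.36), the hematopoietic list -0.16 and 1.24 (1.40) and the ribosome biogenesis list -0.24 and 0.75 (0.99). The direction of each held in both lobes under the 4 other scalings. None of these differences between lobes was tested, since there is 1 library per lobe and genotype. The AP median of the androgen-dependent list rests on Sbp (0.6803 FPKM in WT AP, 32.59 in MYC AP) and Spink1 (listed at 0 in WT AP, 7.041 in MYC AP). Without both genes, a choice made after their values were seen, the list had a median of 0.18 in AP (percentile 77.4), -2.54 in DLP and -2.85 in VP.

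Msmb rose in MYC AP with a log2 ratio of 1.51 and fell in VP with -6.43, a difference of -7.94. Defb50 rose by 1.66 in AP and had -4.34 in VP (difference -6.00), Krt4 1.48 and -2.75 (-4.22), and Cldn10 1.28 and -2.44 (-3.72). These differences were not tested. If MYC AP held more luminal cells, Krt8 and Krt18 would be higher there, and their mean log2 ratio in AP was -0.17. Tissue of another lobe in the AP library was not tested, so a technical origin remains open.

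More genes were at least 2-fold different in DLP and VP than in AP. Depth is an unlikely cause, since after thinning to equal depth 1224 genes were above the threshold in DLP and 1608 in VP against 337 in AP. A difference in cell composition remains a candidate explanation: the medians of 5 marker lists (fibroblast, hematopoietic, endothelial, smooth muscle and basal) shifted by a mean of 0.69 in VP and 0.65 in DLP and by 0.41 in AP, in absolute log2 ratio, so that part of the differences may come from the cells present.

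The fall of the androgen-dependent genes in VP was larger than the mean log2 ratio of Krt8 and Krt18 (-0.26), and the list median was -3.13 when the 20 highest genes were left out of the scaling. Neither a smaller luminal share nor a few dominant genes is therefore likely to explain it. The remaining explanations are a difference between the 2 mice and an effect of MYC in luminal cells, as the paper proposes from single cells, and these data cannot separate them.

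Several genes that the paper does not discuss were under 0.05 FPKM in all 3 WT libraries and expressed in MYC, and were chosen by this after their values were seen. Folh1 (chromosome 7, 93867862 to 93924374 in mm9), which encodes prostate-specific membrane antigen, had 20.13 FPKM in MYC AP, 63.08 in MYC DLP and 2.244 in MYC VP. Dmbt1 had 17.73, 54.19 and 24.73 FPKM, Khdc1a 6.734, 37.63 and 4.286 FPKM, and its neighbour Khdc1c 7.199, 40.77 and 4.134 FPKM. Khdc1a and Khdc1c share sequence, so that the split of reads between them is uncertain. These genes are highest in MYC DLP, not in MYC VP, where the Myc value is highest.

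Gh (chromosome 11, 106161585 to 106163179) is listed at 0 in all 3 WT libraries and had 4.694 FPKM in MYC AP, 19.85 in MYC DLP and 57.17 in MYC VP. Its neighbours Tcam1 and Cd79b had at most 0.19 FPKM in MYC VP, so activity of the surrounding region is an unlikely source there. In the other lobes it was not excluded: Cd79b rose from 0.06524 FPKM in WT DLP to 1.122 in MYC DLP and from 0.04017 in WT AP to 0.5059 in MYC AP. A candidate explanation is that sequence of the transgene construct resembles Gh and that its reads were counted there. Gh was 2.88 times as high in MYC VP as in MYC DLP, and Myc above its WT value 3.81 times, while in AP Gh was present with Myc only 0.9 FPKM above WT. With 3 lobes this explanation can be neither kept nor dropped.

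Svs4 and Svs5, genes of seminal vesicle secretion, had 292.5 and 212.0 FPKM in MYC AP, are listed at 0 in all WT libraries and in MYC VP, and had 4.682 and 2.624 FPKM in MYC DLP. All 9 genes of a seminal vesicle list fixed in advance were higher in MYC AP than in WT AP. The list genes other than Svs4 and Svs5 were far lower in MYC AP, between 0.2403 FPKM (Svs1) and 8.545 FPKM (Pate4). Seminal vesicle tissue carried over at dissection is a candidate explanation, since the AP lies against the seminal vesicle. The number of genes that rose cannot tell it from expression by the prostate. Reads moved between libraries in sequencing are an unlikely source, since the highest value of the pair in the other 5 libraries was 4.68 FPKM. Part of the genes that rose in AP may therefore come from tissue outside the prostate, and expression of these genes by the prostate itself was not ruled out.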

How the results depend on the processing

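The alternatives said below to be chosen after seeing the data were added, and the others were fixed in advance. The number of genes detected per library changed by less than 1.5 times under each of its 3 alternatives, in all 6 libraries. Depth limits the AP comparison most, since WT AP has 25.4 M reads and MYC AP 49.9 M; thinning all libraries to the depth of WT AP gave 337 genes at least 2-fold different in AP, 1224 in DLP and 1608 in VP.

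The correlations of AP, DLP and VP (MYC against WT), of WT AP with WT DLP and of WT DLP with WT VP moved out of their bootstrap intervals in 4 settings. They were 0.9327, 0.8736, 0.8773, 0.9237 and 0.8965 with a pseudocount of 0.1; 0.9774, 0.9538, 0.9508, 0.9721 and 0.9596 without a filter; 0.9149, 0.8436, 0.8300, 0.9021 and 0.8370 for genes with a mean of at least 10 FPKM; and 0.9673, 0.9185, 0.9155, 0.9556 and 0.9312 without microRNA and small nucleolar RNA genes, an alternative chosen after seeing the data. In each of these, with size factors from medians of ratios, equal sums or the trimmed mean, and with Spearman's correlation, AP had a higher correlation than DLP and VP. For genes with a mean of at least 10 FPKM, WT DLP was nearer to MYC DLP (0.8436) than to WT VP (0.8370), the reverse of the order over all genes compared. The cause was not tested.

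The number of genes at least 2-fold different moved by more than 1.5 times to 637 in AP and 2521 in VP with a pseudocount of 0.1, to 159 in AP, 436 in DLP and 771 in VP with a minimum mean of 10 FPKM, and to 82 in AP, 274 in DLP and 262 in VP at a 4-fold threshold, the single alternative with more genes in DLP than in VP. AP had the fewest in all alternatives. Of the genes at least 2-fold different in VP, 53.6% were higher in MYC with the values as deposited, 42.0% with size factors from medians of ratios, 33.4% with equal sums of FPKM and 30.6% with equal sums without the 20 highest genes, which moved the median of all genes from 0.04 to -0.06, -0.15 and -0.18. In AP the share higher was 77.4% as deposited, 64.5% with size factors and 65.7% with the trimmed mean, an alternative chosen after seeing the data. In DLP it was 65.6% as deposited, 53.3% with equal sums without the 20 highest genes and 55.3% with a minimum mean of 10 FPKM. The balance of rises and falls in VP therefore depends on the scaling.

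Of 13 gene list medians in VP, 11 kept their direction and stayed within or beyond the range of 95% of the random lists under all 9 alternatives. A scaling moves the random lists together with the list, so that the percentile cannot test it. The endothelial list reversed to -0.08 with equal sums and to -0.11 with equal sums without the 20 highest genes, and the luminal list to 0.03 relative to Krt8 and Krt18. Relative to these keratins, Krt8 itself reversed to 0.03, Krt5 to 0.23 and Cd44 to 0.04. The alternatives were computed for 28 genes named by the paper, and the others of these kept their direction in VP, with 83 values outside the counting interval of the reads. Genes named only by rank or after their values were seen were not put through them. No paired analysis was possible because each lobe and genotype has 1 library.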

Differences from the paper's values

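The paper's target depth is 40 M reads per library, and the depth recovered from the FPKM of WT AP is 25.4 M mapped reads. The depths of the other libraries lie within 1.5 times of the target. The recovered depth counts mapped reads and the target counts reads sequenced, and no alternative set before the data were examined bears on it.

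The numbers of genes detected in the bulk VP differed by less than 1.5 times from those in Fig. 1b.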

Other observations

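The tests in this part were chosen after the results were seen.

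Ctsc and its neighbour Rab38 were the 2 genes under 0.02 FPKM in all 3 MYC libraries and above 0.3 FPKM in all 3 WT libraries. Ctsc (chromosome 7, 95426595 to 95459398 in mm9) had 9.135, 5.67 and 2.859 FPKM in WT AP, DLP and VP, is listed at 0 in MYC AP, and had 0.00751 and 0.006357 FPKM in MYC DLP and MYC VP. Rab38 (95578783 to 95639976) had 1.113, 1.56 and 2.025 FPKM in WT and is listed at 0 in all 3 MYC libraries. A failed estimate of the quantification would strike unrelated genes: the 18 splits of the 6 libraries that do not follow genotype gave 16 such genes and 0 pairs of neighbours. The reverse split, low in all WT libraries, gave 6 genes with 2 pairs of neighbours from the Khdc1 family. Tmem135, the next gene on one side, had a log2 ratio of 0.06 in VP with the values as deposited, and Grm5, the next on the other side, is listed at 0 in all 6 libraries. A candidate explanation is that a stretch of chromosome 7 that holds Ctsc and Rab38 is missing from both chromosomes of the MYC mouse or silent in it. Grm5 has no expression to compare, and the next gene named here on that side is Folh1, which ends 1502220 bases before Ctsc and is expressed in all 3 MYC libraries, so that the stretch would end between Folh1 and Ctsc. The paper describes its MYC mice as heterozygous for the transgene, and no DNA data were analysed here, so this remains a hypothesis.

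Interferon-stimulated genes were higher in MYC in all 3 lobes, with medians of 0.71 in AP, 1.90 in DLP and 1.65 in VP, and directions that held under the 4 other scalings. In AP, 29 of the 30 genes rose. More hematopoietic cells in the MYC libraries may contribute in DLP and VP, where the hematopoietic list had medians of 1.86 and 1.24. They do not explain the rise in AP, where that list had -0.16. In VP the paper's scores within luminal cells are 1.57 for the interferon alpha set and 1.34 for the interferon gamma set. These argue against hematopoietic cells as the whole explanation in VP. An infection or another difference between the 2 mice was not tested, as each genotype has 1 mouse.

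Of the 8 genes at least 2-fold lower in MYC in all 3 lobes, Derl3, Creld2 and Sdf2l1 belong to the response of the endoplasmic reticulum to unfolded protein. Derl3 had 137.5, 239.3 and 200.1 FPKM in WT AP, DLP and VP and 29.29, 40.54 and 35.54 FPKM in MYC. A list of 24 other endoplasmic reticulum chaperone and stress genes, written after this was seen, had medians of -0.20 in AP (20 genes lower), -0.64 in DLP (23 lower) and -0.86 in VP (22 lower), at percentiles 0.2, 0.0 and 0.0, with the same direction under the 4 other scalings. Fewer luminal cells in the MYC libraries are an unlikely explanation in DLP, where Krt8 and Krt18 rose by a mean of 0.23. A lower load of secreted protein is a hypothesis that was not tested.

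The 77 ribosomal protein genes rose in VP with a median of 1.35. Short transcripts favoured in the MYC VP library are an unlikely cause, since the list stayed at percentile 100.0 among random lists matched on length too, and so is the scaling, under which the lowest median was 1.08. The ribosome biogenesis list rose in VP (0.75) and not in AP (-0.24), and in DLP its median of 0.01 changed sign with the scaling.

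Sbp and Sbpl are listed at 0 in WT VP, although the paper reports Sbp in WT luminal cells, and Rpl26 had 243.7 FPKM in WT AP and 0.01029 FPKM in WT DLP. These genes were chosen after their values were seen, and no test of their quantification is reported here. Of the genes at least 2-fold different, 43 in VP, 39 in DLP and 48 in AP are listed at 0 in one of the 2 libraries.

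Of 10 genes with at least 20 FPKM in WT VP and at least 20 times higher there than in WT AP and WT DLP, 9 were higher in MYC DLP than in WT DLP. Spink1 had 0.1968 FPKM in WT DLP and 79.47 in MYC DLP, and Crabp1 0.2134 and 58.16. VP tissue carried over into the DLP at dissection is a candidate explanation. The MYC DLP value ranged from 4.5% to 165.4% of the MYC VP value over all 10 genes, with a median of 16.3%. It was between 4.5% and 8.6% for 5 of the genes. These 5 were set apart by this same ratio, so their narrow range is no evidence of a fixed share. The tests left carry-over open.

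Foxa1 was lower in MYC in all 3 lobes. It had 149.4 FPKM in WT VP and 88.26 in MYC VP, 140.7 and 107.0 in DLP, and 165.4 and 106.4 in AP. Its log2 ratio in VP was -0.75, against -0.23 for Krt8, and lay between -0.99 and -0.49 over the alternatives.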
